# Protein arginine methyltransferase 1 regulates mouse enteroendocrine cell development and homeostasis

**DOI:** 10.1186/s13578-024-01257-x

**Published:** 2024-06-04

**Authors:** Zhaoyi Peng, Lingyu Bao, James Iben, Shouhong Wang, Bingyin Shi, Yun-Bo Shi

**Keywords:** Enteroendocrine cell, Methyltransferase, RNA-Seq, Transcription, Neurogenin 3, Differentiation

## Abstract

**Background:**

The adult intestinal epithelium is a complex, self-renewing tissue composed of specialized cell types with diverse functions. Intestinal stem cells (ISCs) located at the bottom of crypts, where they divide to either self-renew, or move to the transit amplifying zone to divide and differentiate into absorptive and secretory cells as they move along the crypt-villus axis. Enteroendocrine cells (EECs), one type of secretory cells, are the most abundant hormone-producing cells in mammals and involved in the control of energy homeostasis. However, regulation of EEC development and homeostasis is still unclear or controversial. We have previously shown that protein arginine methyltransferase (PRMT) 1, a histone methyltransferase and transcription co-activator, is important for adult intestinal epithelial homeostasis.

**Results:**

To investigate how PRMT1 affects adult intestinal epithelial homeostasis, we performed RNA-Seq on small intestinal crypts of tamoxifen-induced intestinal epithelium-specific PRMT1 knockout and PRMT1^fl/fl^ adult mice. We found that PRMT1^fl/fl^ and PRMT1-deficient small intestinal crypts exhibited markedly different mRNA profiles. Surprisingly, GO terms and KEGG pathway analyses showed that the topmost significantly enriched pathways among the genes upregulated in PRMT1 knockout crypts were associated with EECs. In particular, genes encoding enteroendocrine-specific hormones and transcription factors were upregulated in PRMT1-deficient small intestine. Moreover, a marked increase in the number of EECs was found in the PRMT1 knockout small intestine. Concomitantly, Neurogenin 3-positive enteroendocrine progenitor cells was also increased in the small intestinal crypts of the knockout mice, accompanied by the upregulation of the expression levels of downstream targets of Neurogenin 3, including Neuod1, Pax4, Insm1, in PRMT1-deficient crypts.

**Conclusions:**

Our finding for the first time revealed that the epigenetic enzyme PRMT1 controls mouse enteroendocrine cell development, most likely via inhibition of Neurogenin 3-mediated commitment to EEC lineage. It further suggests a potential role of PRMT1 as a critical transcriptional cofactor in EECs specification and homeostasis to affect metabolism and metabolic diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-024-01257-x.

## Background

The adult intestinal epithelium is a complex, self-renewing tissue composed of specialized cell types with diverse functions. Intestinal stem cells (ISCs) located at the bottom of crypts, divide to either self-renew, or move to the transit amplifying zone to divide and differentiate into absorptive and secretory cells [1–5]. Enteroendocrine cells (EECs), one type of secretory cells, are the most abundant hormone-producing cells in mammals and constitute the largest endocrine system in the body. EECs secrete various hormones including glucagon-like peptides1 and 2 (GLP-1, GLP-2), peptide YY (PYY), cholecystokinin (CCK), gastric inhibitory polypeptide (GIP), secretin (SCT), Ghrelin (GHRL), neurotensin (NTS) and neurotransmitter serotonin (5-HT). These EEC-derived gut hormones and peptides play crucial roles in regulating physiological functions such as nutrient intake, lipid adsorption, glucose homeostasis, and gut motility [6–10]. EECs are often dysregulated in obesity and type 2 diabetes patients [11, 12]. Importantly, GLP-1 receptor agonists are already widely used to treat diabetes and obesity, and emerging gut hormone-based combination therapies provide a new option for metabolic diseases [13–15]. As more therapeutics are being designed to target EEC hormones, a comprehensive understanding of the differentiation and function of the EEC system becomes essential.

Like all mature intestinal epithelial cells, mouse EECs are actively renewed every 3–5 days throughout adult life. They originate from ISCs and transit-amplifying cells, the highly proliferative progenitor cells derived from ISCs [1–3], and commit into secretory cell lineage under the control of the transcription factor mouth atonal homolog 1 (Atoh1) [16]. Subsequently, transcription factor Neurogenin 3 (Neurog3) promotes enteroendocrine lineage differentiation. Neurog3 is transiently expressed in early secretory progenitors, and its expression is turned off as the cells become post-mitotic and differentiate into EECs [17–19]. Neurog3 initiates the differentiation of subpopulations of epithelial cells by activating a cascade of downstream target genes including Neurod1 [20], Pax4/6 [21, 22], Arx [21], and Insm1 [23]. Mice lacking Neurog3 in the intestinal epithelium do not have any EECs and gut hormones, with growth retardation and increased lethality [24]. Similarly, humans with mutations in Neurog3 have impaired EEC development after birth and have severe malabsorptive diarrhea [25]. Neurog3 dosage regulates the allocation of intestinal cell fate toward EEC vs goblet cells, the mucus-producing secretory cells [26], indicating a reciprocal interaction in the determination of secretory cell fate. Recently, novel transcriptional regulators of enteroendocrine differentiation have been identified by single-cell RNA and/or ATAC seq in both mouse [27, 28] and human [29, 30]. However, the upstream regulators of Neurog3 and how those downstream transcription factors coordinately interact with each other to generate mature EEC types remain unknown.

Protein arginine methyltransferase 1 (PRMT1) is the predominant arginine methyltransferase in mammalian cells and responsible for over 85% of arginine methylation activity [31]. Substrates of PRMT1 include histones H3 and H4, transcription factors, and other cellular signaling proteins [32–34]. PRMT1 has been reported to play critical roles in various physiological processes as a result of its diverse substrates [35]. For example, it has been demonstrated that PRMT1 is involved in regulating normal development of lymphocytes (B cells) [36] and identity of mature β-cell [37]. We have previously found that intestinal epithelium-specific PRMT1 knockout leads to mouse intestinal defects in the adult due to dysregulation of intestinal homeostasis [38, 39]. In addition, PRMT1 is highly expressed in mouse crypt epithelium, where proliferating cells and ISCs are located [38–40].

Here, we attempted to investigate the potential molecular mechanism underlying PRMT1 function in adult intestine by using tamoxifen-inducible intestinal epithelium-specific PRMT1 knockout mice for RNA-Seq analysis. Our results showed PRMT1^fl/fl^ and PRMT1-knockout small intestinal crypts exhibited markedly different mRNA expression profiles. Surprisingly, GO and KEGG pathway analyses of the differentially expressed genes (DEGs) between PRMT1^fl/fl^ and knockout crypts showed that the topmost significantly enriched GO terms and biological pathways among the upregulated genes in PRMT1 knockout crypts were associated with EECs. Consistently, there was a marked increase in the number of EECs in PRMT1 knockout small intestine. We also observed that Neurog3-positive enteroendocrine progenitor cells increased in the small intestinal crypts of the knockout mice, accompanied by increased expression of downstream target genes of Neurog3. Our findings thus uncover a previously unknown role of the epigenetic enzyme PRMT1 in controlling mouse EEC development and homeostasis.

## Results

### Transcriptomic changes due to inducible knockout of PRMT1 in adult intestinal epithelium.

We previously generated a tamoxifen-induced intestinal epithelium-specific PRMT1 knockout mouse model (PRMT1^fl/fl^;Vil-CreER^T2^; henceforth referred to as PRMT1^indΔIEC^) and observed that induced PRMT1 deletion in mice of 8–12 weeks old led to abnormal intestine, including increased cell proliferation and longer crypts in the small intestine compared to PRMT1^fl/fl^ mice [38]. To provide insight into the mechanisms underlying the changes resulted from PRMT1 knockout, we performed RNA-Seq on small intestinal crypts from PRMT1^indΔIEC^ (KO) and PRMT1^fl/fl^ mice at different time points after the first tamoxifen injection (Fig. 1A). 

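Crypts, the epithelial pockets that hold the intestinal stem and progenitor cells, were purified from the small intestine of mice aged 8 to 12 weeks in which both copies of Prmt1 carry LoxP sites. The KO mice also carried CreERT2, a Cre recombinase that tamoxifen activates, under the villin promoter, and the WT mice were littermates without it. Every mouse received 2 mg tamoxifen per injection, with 2 injections before collection at day 2 and 5 injections before collection at days 7 and 14. Ribosomal RNA-depleted total RNA from 3 KO and 3 WT mice per time point was sequenced in paired-end mode, giving 18 libraries in 6 groups with 1 library per mouse. The authors aligned the reads with STAR, counted fragments per gene with featureCounts and deposited the counts without normalization. The count table names GENCODE release 23 for mouse (mm10), whereas the methods name a later release. Strand was not used in the counting, fragments overlapping several genes were counted for each of them, and fragments with several alignments were not counted, so the values of antisense genes, overlapping genes and genes with near-identical copies are uncertain. The total count per library ranged from 12844642 to 31493484. At day 2 the median was 16873054 in KO (14885483 to 24181072) and 24557023 in WT (20609314 to 31493484). The median at day 7 was 23937724 in KO (22896441 to 29330630) and 20162316 in WT (15285285 to 25596195). At day 14 it was 16251399 in KO (15390043 to 19982869) and 21924295 in WT (12844642 to 25484868). The 20 genes of Table S2, which the study removed from its later analyses, were left out of all gene tests here. Counts were normalized with edgeR's TMM method. The 21349 genes that passed edgeR's filter on low counts were tested in 1 model of all 6 groups. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were taken as DEGs, and expression is given as CPM, counts scaled to a common library size.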

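Prmt1 (ENSMUSG00000109324.2), the gene deleted in the KO mice, lies on chromosome 7 of mm10 from 44975989 to 44986568. At day 2 its level was 14.4 ± 1.36 CPM in KO and 26.6 ± 0.520 CPM in WT crypts (SD, n = 3 each), 54.1% of WT. It was 15.8 ± 1.99 CPM in KO and 23.8 ± 1.93 CPM in WT at day 7 (66.4% of WT), and 15.4 ± 0.639 CPM in KO and 25.3 ± 5.20 CPM in WT at day 14 (60.9% of WT). On each day all 3 KO libraries lay below all 3 WT libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow), and the counts behind these values ranged from 224 to 496 in KO and from 333 to 774 in WT. The log2 fold change was -0.89 at day 2 (SE 0.14, adjusted p = 0.0264, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.59 at day 7 (SE 0.14, adjusted p = 0.00675) and -0.72 at day 14 (SE 0.14, adjusted p = 0.00329). The adjusted p at day 2 was above 0.05 whichever of the 6 libraries was left out, between 0.0816 and 0.183. Over the other settings it ranged from 8.4e-05 with DESeq2's Wald test to 0.0939 in a model of only the day 2 libraries. Without KO day 7 replicate 1 the day 7 log2 fold change was -0.47 with an adjusted p of 0.0655. The counts are per gene and not per exon, so these levels do not measure the share of cells in which Prmt1 was deleted.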

The RNA-Seq data from individual samples were assessed by principal component analysis (PCA). 

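Principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes, the genes of Table S2 included. PC1 held 35.3% and PC2 20.6% of the variance. The PC1 score was 21.7 ± 6.35 in KO day 7 and 13.1 ± 3.84 in KO day 14 crypts (SD, n = 3 each). It was -8.57 ± 2.44 in KO day 2, -10.7 ± 2.02 in WT day 2, -8.21 ± 1.38 in WT day 7 and -7.30 ± 3.44 in WT day 14 crypts. The 6 KO libraries of days 7 and 14 scored 10.4 to 28.6 and the other 12 libraries -12.2 to -3.36, a difference between the means of 1.96 SD of PC1 (exact two-sided permutation test, p = 5.39e-05, the smallest p that 6 against 12 allow). With each library left out in turn this difference stayed between 1.90 and 2.05 SD. The use of all genes in place of the 500 most variable gave 2.00 SD and lowered the share of PC1 to 25.4%.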

We observed a distinct separation of tamoxifen-treated day 7 and 14 KO samples from the rest of the samples, including day 2 KO samples, along PC1 axis on the PCA map (Fig. 1B). This suggests that 2 days tamoxifen-treated PRMT1^indΔIEC^ and PRMT1^fl/fl^ small intestinal crypts had similar transcriptome profiles and that different lengths of tamoxifen treatment did not affect the transcriptome profiles of PRMT1^fl/fl^ small intestinal crypts significantly. 

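Along PC1 the KO and WT libraries of day 2 differed by 0.162 SD (exact two-sided permutation test, p = 0.3, where 3 against 3 cannot give less than 0.1). Under the 4 other settings the difference was 0.149 to 0.275 SD, with p from 0.1 to 0.3 in the same test. With 1 library left out it was 0.0350 to 0.274 SD. Between WT groups, 118 genes differed between days 7 and 2 at an adjusted p under 0.05, 54 of them higher and 64 lower at day 7. The comparison of WT days 14 and 2 gave 343 DEGs (157 higher, 186 lower at day 14) and that of WT days 14 and 7 gave 17 (8 higher, 9 lower at day 14). At an unadjusted p under 0.05 the counts were 4792, 4271 and 1105 of the 21349 genes. Over the other settings the counts of DEGs ranged from 19 to 1464, from 28 to 1367 and from 3 to 59. The 19 and the 3 came from a model of the WT libraries with the replicate number as a block. That block links mice of different days, which have no known link by number. DESeq2's Wald test called 1464, 1367 and 49 genes, and models of only the groups compared called 576, 28 and 4. Sex was not taken into account. Fig. 1B of the paper shows the same mix of male and female mice in WT days 2 and 14 and more females in WT day 7, so an effect of sex stays open, untested, for the comparisons with WT day 7. Apart from the genes of Table S2, left out of the tests here, the paper reports nearly the same profiles in males and females. The counts of DEGs also rested on single libraries. For WT days 7 and 2, the count was 0 without WT day 2 replicate 1 (3743 at an unadjusted p under 0.05) or WT day 7 replicate 3 (2973), 6 without WT day 2 replicate 3, 10 without WT day 7 replicate 1 and 535 without WT day 2 replicate 2. For WT days 14 and 2, it was 22 without WT day 2 replicate 1, 47 without WT day 14 replicate 1, 61 without WT day 2 replicate 3, 156 without WT day 14 replicate 3 and 712 without WT day 2 replicate 2. For WT days 14 and 7, the count was 10 without WT day 7 replicate 1, 1 without WT day 14 replicate 2 and 0 in the other 4 fits that each left out 1 library, with 792 to 1268 at an unadjusted p under 0.05. With the 20 most abundant genes left out, 288 genes differed between days 7 and 2 and 441 between days 14 and 2.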

Consistently, there were few differentially expressed genes (DEGs) between 2 days tamoxifen-treated PRMT1^indΔIEC^ and PRMT1^fl/fl^ small intestinal crypts (Fig. S1A, Table S1). 

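The test of KO against WT crypts at day 2 called 7 of the 21349 genes, Prmt1 lower and 6 genes higher in KO, while 710 genes had an unadjusted p under 0.05. Gm13394 (ENSMUSG00000083773.4), a Gapdh pseudogene on chromosome 2 that differs from a Gapdh transcript at 1 of 1000 bases, had 25.8 ± 1.12 CPM in KO and 0.177 ± 0.0503 CPM in WT (SD, n = 3 each), a log2 fold change of 7.14 (SE 0.31, adjusted p = 4.88e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Esr1 (ENSMUSG00000019768.16), whose human counterpart provides part of the CreERT2 fusion that only the KO mice carry, had 5.35 ± 0.982 CPM in KO and 0.258 ± 0.0813 CPM in WT, a log2 fold change of 4.35 (SE 0.32, adjusted p = 2.18e-07). Gm44215 (ENSMUSG00000107495.1), in a stretch of chromosome 6 that holds several of the day 2 differences, had a log2 fold change of 3.19 (SE 0.37, adjusted p = 0.000408). Gm45063 (ENSMUSG00000108002.1) had 15 to 18 counts in KO and none in WT libraries and was at least 7.26-fold higher (adjusted p = 0.0398). The log2 fold change was 2.37 for Phlda3 (ENSMUSG00000041801.5, SE 0.41, adjusted p = 0.0401) and 2.27 for Acta1, which was chosen after its values were seen (adjusted p = 0.0401). In fits that each left out 1 of the 6 libraries, 3 to 4 genes were called. The call was lost in 5 of these fits for Phlda3 and in 6 for Gm45063. Without KO day 2 replicate 3 the log2 fold change of Phlda3 was 1.84 with an adjusted p of 0.338, and without WT day 2 replicate 3 the adjusted p of Gm45063 was 0.251. Across the other settings the adjusted p ranged from 6.7e-07 to 0.281 for Phlda3 and from 3.73e-08 to 0.0798 for Gm45063, and DESeq2's Wald test called 12 genes at day 2.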

Interestingly, on the PCA map, we also observed a spatial separation between male (top) and female (bottom) samples among all 18 samples along PC2 axis (Fig. 1B). Consistently, we found a number of gender-specific DEGs (Table S2) and also observed that female and male samples had nearly identical transcriptome profiles except these gender-specific genes, as visualized by MA plot (Fig. S1B). This indicates there was no gender effect of PRMT1 knockout. Thus, we removed these gender-specific genes in the rest of the analyses.

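The effect of this step on the comparisons of KO and WT was measured by keeping the 20 genes of Table S2. The number of DEGs was then 7 at day 2, 3678 at day 7 (1509 higher, 2169 lower in KO) and 1686 at day 14 (686 higher, 1000 lower in KO). Among the 500 genes used for the principal components, 13 were genes of Table S2, and without them PC1 held 43.3% of the variance.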

**Fig. 1:**
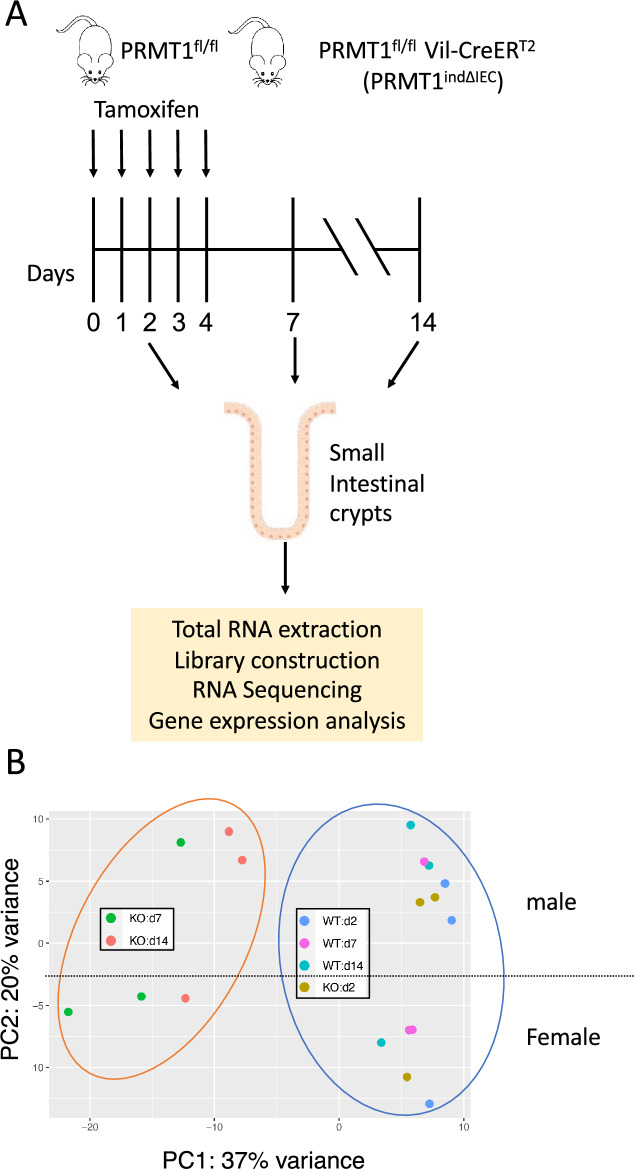
Induced deletion of PRMT1 from adult intestinal epithelium leads to robust transcriptomic changes. **A** Schematic diagram for inducible PRMT1 deletion in adult intestinal epithelium with tamoxifen treatment and time points at which RNA-Seq was performed. The PRMT1^fl/fl^ and PRMT1^indΔIEC^ mice were injected with 2 mg tamoxifen for 5 consecutive days (day 0–4). The intestine was collected at day 2 before the next tamoxifen injection, day 7 or day 14 as indicated. Small intestinal crypts were purified and used for RNA-Seq. Age- and gender- matched PRMT1^fl/fl^ littermates were used as control at each time point. n = 3 per group. **B** Significant changes in the transcriptome occurs at days 7 and 14 after initiating inducible PRMT1 knockout. Principal component analysis (PCA) of the RNA-Seq data from individual mice revealed that the 6 PRMT1^indΔIEC^ samples for days 7 and 14 (KO: d7 or d14) had very distinct spatial locations, well-separated from the rest of the samples along PC1 axis. Note that all tamoxifen-treated PRMT1^fl/fl^ (referred to as WT) and 2 day tamoxifen-treated PRMT1^indΔIEC^ (KO: d2) samples (n = 12) clustered together along PC1 axis. Interestingly, male samples (top; n = 10) and female samples (bottom; n = 8) were separated from each other along PC2 axis but not PC1 axis, indicating that there are distinct male and female gene expression patterns but PRMT1 KO has no gender-dependent effects

Next, we focused on day 7 and day14 samples as they exhibited distinct transcriptome profiles (Fig. 1B). We used DESeq2 for pairwise analyses to obtain DEGs between PRMT1^indΔIEC^ and PRMT1^fl/fl^ mice at day 7 or day 14 of tamoxifen treatment (Tables S3, S4). 

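At day 7, 1517 genes were higher and 2173 lower in KO than in WT crypts at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 21349 genes). At day 14, 689 genes were higher and 1001 lower. At an unadjusted p under 0.05 there were 6376 genes at day 7 and 4607 at day 14, and the median log2 fold change of all tested genes was 0.02 and 0.00. The 3 KO libraries did not overlap with the 3 WT libraries for 3597 of the 3690 DEGs of day 7 and for 1675 of the 1690 DEGs of day 14. Such separation was found for 33.6% of all tested genes at day 7 and 26.5% at day 14, where chance gives 10%. Without KO day 7 replicate 1 the day 7 count was 2051 (832 higher, 1219 lower), and the other 5 fits that each left out 1 library gave 2507 to 4117. At day 14 the counts without 1 library ranged from 1041 (478 higher, 563 lower, without KO day 14 replicate 3) to 1334, and 1091 genes were called without KO day 14 replicate 1. Among the other settings the count moved most at day 7 with a mean count of at least 50 (2987) and at day 14 in a model of only the day 14 libraries (1252).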

We identified 1733 up-regulated and 2282 down-regulated DEGs (p-adjusted < 0.05) at day 7 (Fig. 2A) and these numbers decreased to 943 up-regulated DEGs and 1171 down-regulated DEGs, respectively, at day 14 (Fig. 2B). This reduction suggests that some of transcriptome changes after tamoxifen treatment might be transient. 

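The change between the time points was tested itself, as the difference between the KO effects at days 14 and 7. No gene, 0 of 21349, had an adjusted p under 0.05 in this test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 953 genes had an unadjusted p under 0.05. DESeq2's Wald test called 2 genes, as did edgeR with no filter on low counts and edgeR without WT day 14 replicate 2. The power of the test was measured on simulated counts with the library sizes and gene variances of the 18 libraries. When the 2350 genes called at day 7 and not at day 14 were simulated to return to the WT level at day 14, the test called 399 genes, and 2416 had an unadjusted p under 0.05. When these genes kept 0.5 of their log2 change it called 0, with 1501 at an unadjusted p under 0.05, and when they kept all of it, it also called 0, with 1022.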

To further explore this, we performed Venn diagram analyses on up-regulated (Fig. 2C) and down-regulated DEGs (Fig. 2D). 

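Of the 689 genes called higher in KO at day 14, 486 (70.5%) were also called higher at day 7, where 49.0 would be shared by chance. Of the 1001 genes called lower at day 14, 854 (85.3%) were also called lower at day 7, against 102 by chance. None of the DEGs of both days changed in opposite directions, and the shared genes were 36.3% of the DEGs of day 7. Across the other settings 74.5% to 80.1% of all day 14 DEGs were shared, against 79.3% here, and 64.0% to 83.0% when 1 library was left out. Of the 2350 genes called at day 7 and not at day 14, 95.4% had the same direction at day 14 (exact 95% confidence interval 94.4 to 96.2, with genes counted as independent). The 1031 of them that were higher had a median log2 fold change of 0.78 at day 7 and 0.37 at day 14, and the 1319 that were lower had medians of -0.89 and -0.45. In the 3 KO day 14 libraries, taken one by one against the WT mean, the medians were 0.33, 0.36 and 0.39 for the first group and -0.43, -0.40 and -0.42 for the second. With genes at or under 3 counts in a group set to their bounds, the day 14 medians were 0.36 and -0.44. These genes were chosen as called at day 7 and not at day 14, which by itself makes their day 14 changes smaller.

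**Figure D1:**
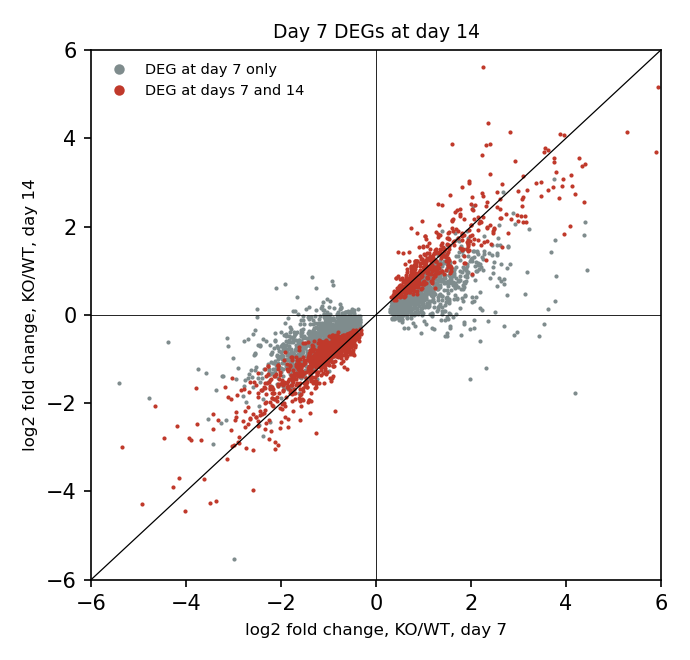
Log2 fold change between KO and WT crypts at day 7 (horizontal axis) and day 14 (vertical axis) for the 3690 DEGs of day 7, with DEGs of both days in red, DEGs of day 7 alone in grey and a line where both days are equal. Most grey points keep the sign of day 7 and lie closer to 0 at day 14, and 7 genes fall outside the axes.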

We observed that the majority of the up-regulated (67.4%) or down-regulated (83.8%) DEGs on day 14 were also found on day 7, whereas most of the up- and down-regulated DEGs were exclusively on day 7 (Fig. 2C, D), suggesting that their regulation was transient. Interestingly, we noticed that stem cell markers such as lgr5 and olfm4 were among the transiently downregulated DEGs (Table S3). This observation might be related to the transient toxicity of tamoxifen to stems cells in the gastrointestinal tracts as reported before [41].

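Lgr5 (ENSMUSG00000020140.15, chromosome 10 of mm10, 115450311 to 115587780) had 11.8 ± 6.55 CPM in KO and 35.4 ± 5.62 CPM in WT at day 7 (SD, n = 3 each), a log2 fold change of -1.59 (SE 0.29, adjusted p = 0.00131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 14 it had 22.7 ± 1.95 CPM in KO and 40.4 ± 7.81 CPM in WT, a log2 fold change of -0.83 (SE 0.28, adjusted p = 0.0873). This adjusted p ranged from 0.0136 to 0.212 over the other settings, and was 0.0456 with DESeq2's Wald test and 0.0136 in a model of only the day 14 libraries. Olfm4 (ENSMUSG00000022026.7, chromosome 14, 79984081 to 80023139) had 470.2 ± 229 CPM in KO and 1158 ± 191 CPM in WT at day 7, a log2 fold change of -1.30 (SE 0.29, adjusted p = 0.00364). At day 14 it had 1044 ± 117 CPM in KO and 1279 ± 113 CPM in WT, with a log2 fold change of -0.29 (SE 0.28, adjusted p = 0.612). All KO libraries lay below all WT libraries on both days for both genes. The difference between the effects of days 14 and 7 was 0.76 for Lgr5 (unadjusted p = 0.0783) and 1.01 for Olfm4 (unadjusted p = 0.0201), with an adjusted p of 0.999 for both. Lists of genes were tested with camera, which compares a list with all other tested genes under a preset inter-gene correlation of 0.01, and adjusted over 78 tests of 26 lists on 3 days. A list of 19 stem cell markers that includes both genes had a median log2 fold change of -0.73 at day 7 (12 genes called lower, adjusted p = 7.38e-11) and -0.33 at day 14 (3 called lower, adjusted p = 0.00015). With fry, a rotation test of the list alone, the adjusted p was 0.000588 at day 7 and 0.0745 at day 14, and with an estimated correlation it was 0.115 and 0.398. The difference between the 2 days was 0.32, with an adjusted p over 24 such differences of 3.21e-08 from camera and 0.123 from fry.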

**Fig. 2:**
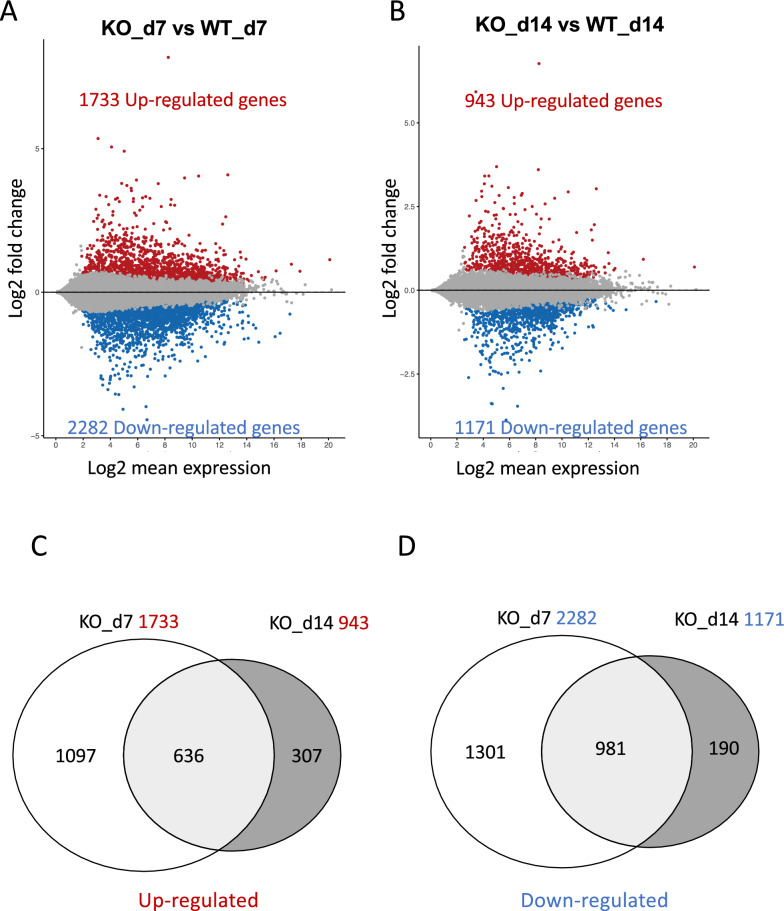
Differentially expressed genes (DEGs) after inducible PRMT1 KO in adult small intestinal crypts. **A**, **B** DEG analysis of the small intestinal crypts of adult PRMT1^fl/fl^ (WT) and PRMT1^indΔIEC^ (KO) mice at day 7 (**A**) and day 14 (**B**) after the initiation of tamoxifen treatment as in Fig. 1. MA plot visualizing the log2-fold change (M values) differences according to log2-mean expression levels (A values). Red and blue dots represent significantly (Adjusted p-value < 0.05) up- and down-regulated genes, respectively, in the KO compared to PRMT1^fl/fl^ intestine. Note that there were many more DEGs at day 7 compared to day 14, with 1733 up-regulated and 2282 down-regulated genes in at day 7 vs 943 up-regulated and 1171 down-regulated genes at day 14. **C**, **D** Venn diagrams depicting overlaps between DEGs after 7 and 14 days of tamoxifen treatment for the up- (**C**) or down- (**D**) regulated DEGs, respectively. Note that most of the upregulated (**C**) or downregulated (**D**) DEGs at day 14 were similarly regulated on day 7. WT: PRMT1^fl/fl^, KO: PRMT1^indΔIEC^

### PRMT1 deletion in adult intestinal epithelium affects pathways involved in enteroendocrine cells (EECs)

To reveal the effects of PRMT1 knockout and avoid potential transient effects on transcriptome induced by tamoxifen toxicity, we carried out pathway enrichment analyses by focusing on the up-regulated DEGs (p-adjusted < 0.05) on day 14 and obtained many GO terms and KEGG pathways enriched among the DEGs (Table S5–8). 

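The genes that Table S5 lists under 3 biological process terms were tested as lists with camera at each day. The study chose these genes from the day 14 libraries, so their values at day 14 are not independent evidence. Those of day 7 come from other mice. The 43 genes listed under hormone transport had a median log2 fold change of 1.06 at day 14, with 38 of them called higher (adjusted p = 9.85e-42). At day 7 their median was 0.81, all 43 were higher and 25 were called (adjusted p = 3.84e-19). The 16 genes of endocrine system development had medians of 1.29 at day 14 (13 called, adjusted p = 1.12e-21) and 1.08 at day 7 (12 called, adjusted p = 2.09e-11). The 22 genes of glucose homeostasis had medians of 1.06 at day 14 (21 called, adjusted p = 2.92e-26) and 0.74 at day 7 (11 called, adjusted p = 3.17e-11). In each of the 6 KO libraries of days 7 and 14 the 3 medians were above those of all WT libraries of the day.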

Surprisingly, the top enriched GO terms for biological function were associated with hormone secretion and regulation, glucose homeostasis and endocrine system development (Fig. 3A). In addition, the top enriched molecular function GO terms were primarily linked to ion channel activity, vesicle-mediated transporters activity, and hormone activity and metabolism (Fig. 3B). 

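The genes that Table S6 lists under ion channel activity, of which 29 were tested, had a median log2 fold change of 1.11 at day 14 with 23 called higher (adjusted p = 1.18e-26, camera with Benjamini-Hochberg adjustment). At day 7, in mice from which the study did not choose the list, the median was 0.79, 28 of the 29 genes were higher and 17 were called (adjusted p = 7.22e-12). The list's median in single KO libraries was 1.03 to 1.12 at day 14 and 0.74 to 0.92 at day 7.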

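The 27 genes that Table S7 lists for the secretory granule had a median log2 fold change of 1.33 at day 14, and all 27 were called higher (adjusted p = 6.6e-40, camera with Benjamini-Hochberg adjustment). Their median at day 7, where they were not chosen, was 0.79, with 25 of the 27 higher and 17 called (adjusted p = 4.42e-16). In single KO libraries the median ranged from 1.19 to 1.28 at day 14 and from 0.75 to 1.02 at day 7.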

Finally, the top enriched cellular components GO terms were associated with vesicle membrane, secretory granule activity, and neuron projections (Fig. 3C). All these most significantly enriched GO terms are related to known properties and functions of the hormone-producing enteroendocrine cell (EEC), including synthesis, maturation, transport, storage, and secretion of hormones [7–10, 26]. Indeed, these pathways enriched among DEGs upregulated in PRMT1-deficient crypts coincide with pathways affected by Neurog3, a regulator for EEC development [26]. Similarly, KEGG pathway analysis showed that these up-regulated DEGs were enriched in neuroactive ligand-receptor interaction, insulin secretion, and fat digestion and absorption (Fig. 3D), again consistent with increased EEC function. 

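Of the pathways of Table S8, the 22 genes listed for neuroactive ligand-receptor interaction had a median log2 fold change of 1.24 at day 14 (16 called higher, adjusted p = 6.24e-22, camera with Benjamini-Hochberg adjustment) and 0.97 at day 7 (15 called higher, adjusted p = 3.75e-12). The 14 genes of insulin secretion had medians of 1.03 at day 14 (12 called, adjusted p = 1.29e-15) and 0.99 at day 7 (10 called, adjusted p = 1.41e-09). The 6 genes of fat digestion and absorption had a median of 1.19 at day 14 (adjusted p = 0.000101), where none was called by itself, and 1.11 at day 7 (4 called, adjusted p = 0.00191). With an inter-gene correlation estimated for each list, the adjusted p of fat digestion and absorption was 0.0652 at day 14 and 0.161 at day 7. Across all settings it ranged from 6.66e-07 to 0.0652 at day 14 and from 5.36e-05 to 0.161 at day 7.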

Of note, the pathway for cytochrome P450, which has been shown to protect mice against HFD-induced obesity [42], was also significantly enriched among the DEGs, suggesting a potential role of PRMT1 in lipid metabolism. 

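The 11 genes that Table S8 lists for drug metabolism by cytochrome P450 had a median log2 fold change of 1.32 at day 14 (6 called higher, adjusted p = 9.87e-17, camera with Benjamini-Hochberg adjustment) and 1.93 at day 7 (11 called, adjusted p = 2.31e-17). The 13 genes listed for metabolism of xenobiotics by cytochrome P450 had the same medians, with 7 called at day 14 (adjusted p = 3.88e-20) and 13 at day 7 (adjusted p = 1.12e-21). The 15 genes of glutathione metabolism had medians of 1.23 at day 14 (8 called, adjusted p = 3.88e-20) and 1.504 at day 7 (14 called, adjusted p = 3.88e-20). Of 27 target genes of NRF2, a transcription factor of the response to oxidative and electrophilic stress, 10 are in the xenobiotics list and 8 in the glutathione list.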

Taken together, these analyses unexpectedly revealed that PRMT1 deletion in adult intestinal epithelium affected pathways involved in EECs, suggesting PRMT1 may contribute to EEC development and function.

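At day 2 the 11 lists from Tables S5, S6, S7 and S8 had median log2 fold changes between -0.13 and 0.10, and none was called (adjusted p of 0.42 to 0.939, camera with Benjamini-Hochberg adjustment). Of all 26 lists tested, camera called 5 at day 2, 21 at day 7 and 20 at day 14. With fry, the calls that held were 1 at day 2, on p53 target genes, all those of day 7 but enterocyte markers, and 14 at day 14, which were the 11 lists of the study, the EEC genes of Fig. 4A, other EEC markers and NRF2 target genes. With an estimated inter-gene correlation, the day 2 call on p53 target genes held, as did 12 calls on each later day, and these included the EEC genes of Fig. 4A and 10 of the 11 lists of the study, all but fat digestion and absorption.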

**Fig. 3:**
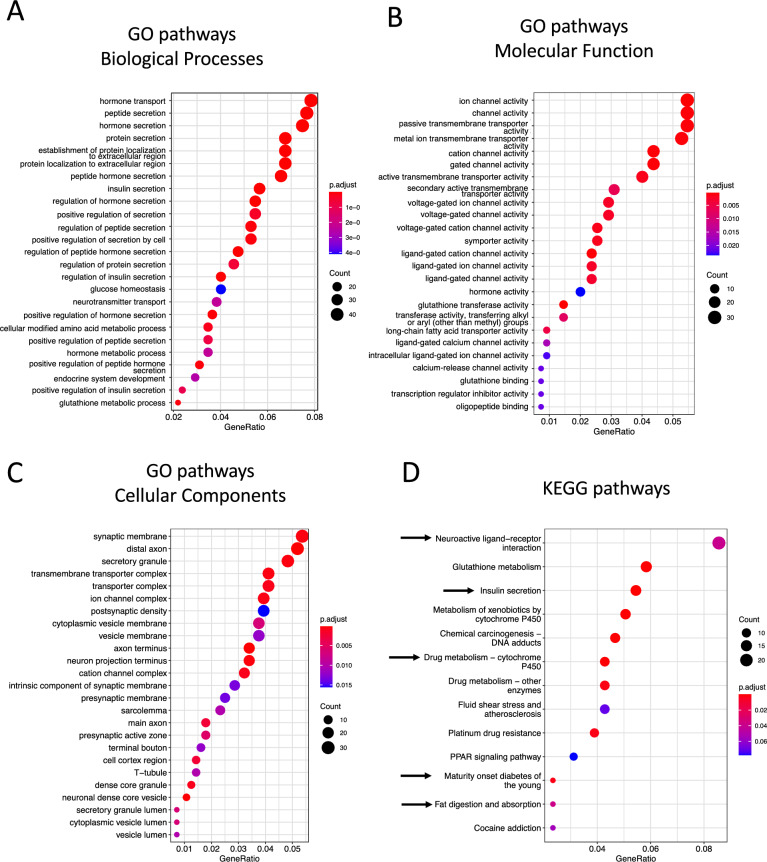
KEGG pathway and GO analyses reveal that PRMT1 deletion affects most significantly enteroendocrine cells (EECs). **A**–**C** The top 25 GO terms for biological processes (**A**), molecular function (**B**), and cellular components (**C**) that were significantly enriched among the up-regulated DEGs between PRMT1^indΔIEC^ (KO)_d14 and PRMT1^fl/fl^ (WT)_d14 intestinal crypts. All GO terms are involved in EECs. **D** The top 13 KEGG pathways significantly enriched among the up-regulated DEGs between PRMT1^indΔIEC^ (KO)_d14 and PRMT1^fl/fl^ (WT)_d14 intestinal crypts. Arrows point to pathways related to regulation of lipid and glucose metabolism. GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes. Horizontal axis: ratio of genes in a GO term or KEGG pathway to the totally number of up-regulated DEGs. From bottom to top along the vertically axis: increased gene counts in a GO term or KEGG pathway (size of the dot). The color of the dots indicates p-adj value for the enrichment

### The expression of enteroendocrine-specific hormone and transcription factor genes is upregulated in PRMT1^indΔIEC^ small intestinal epithelium

To determine if EEC development and/or homeostasis is altered by PRMT1 deletion, we analyzed the expression levels of enteroendocrine markers. 

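Among the EEC genes of Fig. 4A, Tph1 (ENSMUSG00000040046.14, chromosome 7 of mm10, 46644641 to 46672537) had 54.3 ± 9.80 CPM in KO and 11.9 ± 2.04 CPM in WT at day 14 (SD, n = 3 each), a log2 fold change of 2.18 (SE 0.19, adjusted p = 1.25e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 7 its log2 fold change was 1.85 (SE 0.18, adjusted p = 2e-06). Pyy (ENSMUSG00000017311.15, chromosome 11, 102106676 to 102107832) had 8.51 ± 1.30 CPM in KO and 2.23 ± 0.895 CPM in WT at day 14, a log2 fold change of 1.98 (SE 0.40, adjusted p = 0.00383), and 2.48 at day 7 (SE 0.40, adjusted p = 0.000316). For the granule component Chga (ENSMUSG00000021194.6, chromosome 12, 102554969 to 102565028) the level was 218 ± 29.7 CPM in KO and 63.5 ± 9.04 CPM in WT at day 14, a log2 fold change of 1.78 (SE 0.18, adjusted p = 6.32e-06). Its day 7 log2 fold change was 1.03 (SE 0.18, adjusted p = 0.000554). Chgb (ENSMUSG00000027350.8, chromosome 2, 132781278 to 132795079) had log2 fold changes of 1.57 at day 14 (SE 0.20, adjusted p = 6.14e-05) and 1.37 at day 7 (SE 0.20, adjusted p = 0.000105). At day 14 the log2 fold changes of Cck, Gip, Tac1, Sct and Gcg were 1.33, 1.26, 1.03, 1.13 and 0.98, with adjusted p between 0.000367 and 0.0405, and at day 7 they were 1.38, 0.94, 0.80, 1.52 and 1.27. The call of Sct at day 14 (adjusted p = 0.0405) was lost in 5 of the 6 fits that each left out 1 library, with a largest adjusted p of 0.125 without WT day 14 replicate 1 (log2 fold change 0.97). It was also lost with no filter on low counts (adjusted p = 0.131, the upper end of a range of 0.00431 to 0.131 over the other settings). For Tac1 at day 7 the adjusted p was 0.00777, and 0.0501 without WT day 7 replicate 1 (log2 fold change 0.68). At day 2 none of these genes was called.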

We found that indeed, the upregulated DEGs due to PRMT1 knockout included genes encoding intestinal peptide hormones or related key enzymes including Pyy, Cck, Gip, Sct, substance P (Tachykinin, Precursor 1(Tac1), Glp-1 precursor glucagon (Gcg) and tryptophan hydroxylase 1 (Tph1), a rate-limiting enzyme in serotonin biosynthesis, and granule components (Chga, Chgb) (Fig. 4A). In addition, the expression of transcription factors known to control EEC development and differentiation, including Neurog3, Neurod1, Pax4/6, Insm1, Fev and Lmx1a [43], were also significantly upregulated in PRMT1^indΔIEC^ small intestinal crypts (Fig. 4A). 

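Fev (ENSMUSG00000055197.4, chromosome 1 of mm10, 74881509 to 74885419), expressed late in the differentiation of serotonin-producing EECs, had 2.31 ± 0.482 CPM in KO and 0.613 ± 0.217 CPM in WT at day 14 (SD, n = 3 each), from 29 to 53 and 8 to 20 counts per library. Its log2 fold change was 1.91 (SE 0.31, adjusted p = 0.000611, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.85 at day 7 (SE 0.29, adjusted p = 0.0515). Lmx1a (ENSMUSG00000026686.14, chromosome 1, 167689237 to 167848741) had 6.83 ± 0.818 CPM in KO and 2.55 ± 0.224 CPM in WT at day 14, a log2 fold change of 1.42 (SE 0.20, adjusted p = 0.0002). At day 7 its log2 fold change was 0.70 (SE 0.20, adjusted p = 0.0192). This day 7 call was lost in 4 of the 6 fits that each left out 1 library, with a largest adjusted p of 0.0649 without WT day 7 replicate 3. It was also lost with no filter on low counts (adjusted p = 0.0712) and in a model of only the day 7 libraries (0.0664), over a range of 0.0101 to 0.0712. The effects of the 2 days differed by 1.05 for Fev (unadjusted p = 0.0235) and by 0.72 for Lmx1a (unadjusted p = 0.0196), with an adjusted p of 0.999 for both.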

Consistent with recent studies reporting the identification of novel transcription factors, including Rfx6, Hmgn3, and Glis3, involved in EEC development [26, 44], we found that the expression of these three genes was upregulated in PRMT1 knockout crypts (Fig. 4A). 

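Rfx6 (ENSMUSG00000019900.19, chromosome 10 of mm10, 51677756 to 51730432) had 10.5 ± 0.613 CPM in KO and 5.57 ± 1.19 CPM in WT at day 14 (SD, n = 3 each), a log2 fold change of 0.92 (SE 0.20, adjusted p = 0.00573, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glis3 (ENSMUSG00000052942.13, chromosome 19, 28258851 to 28680077) had 4.50 ± 0.411 CPM in KO and 1.87 ± 0.273 CPM in WT at day 14, a log2 fold change of 1.25 (SE 0.26, adjusted p = 0.00458). Hmgn3 (ENSMUSG00000066456.14, chromosome 9, 83109948 to 83146685) had 2.27 ± 0.613 CPM in KO and 1.05 ± 0.273 CPM in WT at day 14, a log2 fold change of 1.15 (SE 0.31, adjusted p = 0.0248). The call of Hmgn3 was lost without KO day 14 replicate 1 (log2 fold change 0.91, adjusted p = 0.139), WT day 14 replicate 2 (0.94, 0.120) or WT day 14 replicate 3 (1.23, 0.0548), and in a model of only the day 14 libraries (adjusted p = 0.0677, over a range of 0.0139 to 0.0677). At day 7 the log2 fold changes were 0.57 for Rfx6, 0.76 for Glis3 and 0.69 for Hmgn3, and none was called (adjusted p of 0.0523, 0.0554 and 0.119). Rfx6 was called at day 7 by DESeq2's Wald test (adjusted p = 0.0389), over a range of 0.0270 to 0.0970 across the other settings. Glis3 was called without WT day 7 replicate 1 (log2 fold change 1.00, adjusted p = 0.0432).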

To confirm the RNA-Seq findings, we analyzed the expression of several enteroendocrine markers and transcription factors independently by RT-qPCR. Consistently, the levels of the intestinal hormone genes, including Tph1, Gip, GLP-1, Cck and Sct (Fig. 4B) and transcription factor including Neurog3, Neurod1 and Pax4 (Fig. 4C), were significantly elevated in the small intestinal epithelium of PRMT1^indΔIEC^ mice compared to those in littermate controls at day 14 after the first tamoxifen injection. Therefore, our results suggest that PRMT1 controls transcriptional programs that repress the differentiation of enteroendocrine cells in the small intestine.

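All 19 EEC genes of Fig. 4A were higher in KO at day 14, with log2 fold changes from 0.92 (Rfx6) to 2.18 (Tph1), and at day 7, from 0.57 (Rfx6) to 2.48 (Pyy). Over all genes tested, 19 were called at day 14 and 15 at day 7, and adjusted over the list alone, 19 were called on each day. The study chose this list on the day 14 libraries, so the count adjusted over the list alone is not independent evidence at day 14, and the day 7 libraries come from other mice. All 3 KO libraries lay above all 3 WT libraries for all 19 genes on both days, where chance gives 10% of genes in either direction. At day 2, 11 of the 19 genes were higher, with log2 fold changes from -0.51 (Neurod1) to 0.47 (Pyy), and 0 were called over all genes or adjusted over the list alone. The median log2 fold change of the list was 0.04 at day 2 (adjusted p = 0.939, camera with Benjamini-Hochberg adjustment), 1.04 at day 7 (adjusted p = 5.24e-17) and 1.33 at day 14 (adjusted p = 4.79e-38). With fry the adjusted p was 9.64e-07 at day 7 and 1.35e-07 at day 14. The estimated inter-gene correlation moved the test of this list most, to an adjusted p of 0.00154 at day 7 and 0.000101 at day 14. From the higher expression of EEC hormone genes and EEC transcription factors in KO crypts, with the RT-qPCR data of Fig. 4B and C, the paper proposes that PRMT1 controls transcriptional programs that hold back EEC differentiation in the small intestine.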

**Fig. 4:**
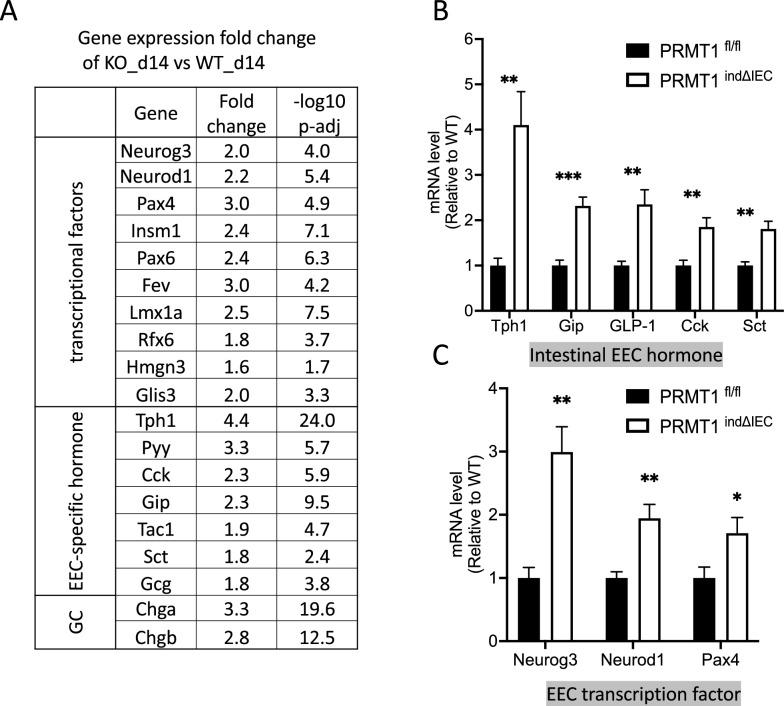
The expression of enteroendocrine-specific hormone and transcription factors are upregulated in PRMT1^indΔIEC^ small intestinal epithelium. **A** The expression of up-regulated enteroendocrine markers (transcriptional factors, EEC-specific hormones and granule components) were obtained from the RNA-seq data and the fold change between PRMT1^indΔIEC^ (KO)_d14 and PRMT1^fl/fl^ (WT)_d14 small intestinal crypts were presented with P-adj values in the table. **B**, **C** RT-PCR validation of the expression of intestinal EEC hormone genes (**B**) and EEC transcription factors (**C**) in the small intestinal epithelial cells of PRMT1^indΔIEC^ and PRMT1^fl/fl^ mice at day 14 after the first tamoxifen injection. The values were presented as mean ± SEM with n = 5 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001. GC, granule components

### The Number of enteroendocrine cells (EECs) is increased in the PRMT1-deficient adult small intestine

The transcriptome and RT-PCR analyses above revealed a novel and unexpected role of PRMT1 in EEC development and/or function, further suggesting that the number of EECs might be affected by PRMT1 deletion. We analyzed EECs in small intestinal cross-sections by using immunofluorescent staining of chromogranin A (CHGA), an intestinal EEC marker. As shown in Fig. 5A, EECs were rare and primarily located in the villi in PRMT1^fl/fl^ mice. A dramatical increase in the number of EECs was observed in the small intestine of PRMT1^indΔIEC^ mice on day14 after the initiation of tamoxifen treatment, and the EECs were presented both in villi and crypts of PRMT1^indΔIEC^ small intestine (Fig. 5A). Quantitative analysis showed that the number of EECs in the small intestine of PRMT1^indΔIEC^ mice was about 2.5-fold of those in PRMT1^fl/fl^ mice (Fig. 5B). To further investigate the effect of PRMT knockout on EECs in the small intestine, we detected serotonin-positive enterochromaffin cells, the most abundant subtype of EECs, by using immunohistochemistry with an anti-serotonin antibody on small intestinal cross-sections (Fig. 5C). Consistently, the number of serotonin positive cells in the small intestine of PRMT1^indΔIEC^ mice was about twofold of those in PRMT1^fl/fl^ mice (Fig. 5D).

**Fig. 5:**
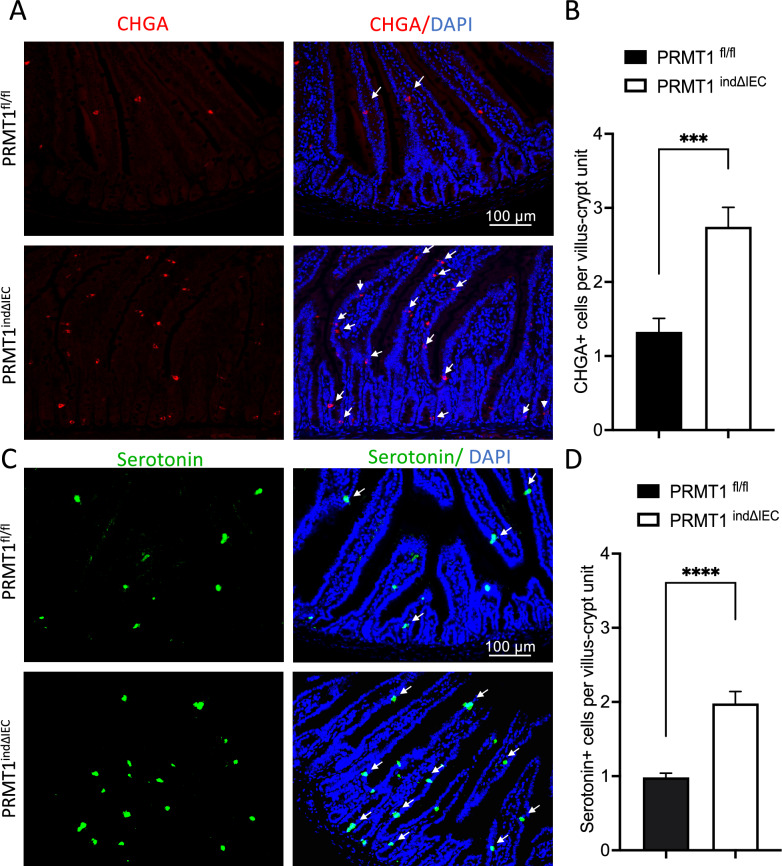
Inducible deletion of PRMT1 in the intestinal epithelium dramatically increases enteroendocrine cells (EECs) in adult small intestine. **A** Immunofluorescent staining for CHGA in small intestinal cross-sections from PRMT1^indΔIEC^ and PRMT1^fl/fl^ littermates at day 14 after the first tamoxifen injection as diagramed in Fig. 1A. The CHGA-labeling stained EEC cells red as indicated by arrows, and the DNA was stained blue with DAPI. **B** Quantification of CHGA + cells showed that PRMT1 deletion in adult intestinal epithelium dramatically increased the number of EECs. Multiple sections per animal were analyzed for each group. The values were presented as mean ± SEM with n = 3–4 mice per group. ***p < 0.001. Scale bars; 100 μm. CHGA: Chromogranin. **C** Immunofluorescent staining for serotonin in small intestinal cross-sections from PRMT1^indΔIEC^ and PRMT1^fl/fl^ littermates at day 14 after the first tamoxifen injection as diagramed in Fig. 1A. The serotonin-positive cells were stained green as indicated by arrows, and the DNA was stained blue with DAPI. **D** Quantification of serotonin-positive cells showed that PRMT1 deletion in adult intestinal epithelium increased the number of serotonin-positive cells, the most abundant subtype of EECs. Multiple sections per animal were analyzed for each group. The values were presented as mean ± SEM with n = 3–4 mice per group. ****p < 0.0001. Scale bars; 100 μm

To further investigate the role of PRMT1 on EECs, we crossed PRMT1^fl/fl^ mice with Vil-cre mice, which expresses Cre recombinase under the control of intestinal epithelium specific villin promoter, to deleted PRMT1 in the intestinal epithelium during embryonic development and throughout adulthood (PRMT1^fl/fl^;Vil-Cre, henceforth referred to as PRMT1^ΔIEC^) [38, 39]. We found that the resulting adult PRMT1^ΔIEC^ had markedly increased CHGA+ cells in the small intestine compared to PRMT1^fl/fl^ mice (Fig. S2). We previously reported that intestinal epithelium-specific knockout of PRMT1 caused distinct, region-specific effects on the small intestine and colon: i.e., increasing and decreasing the goblet cell number in the small intestinal and colonic crypts, respectively [38]. To investigate whether PRMT1 knockout also has a region-specific effect on EECs, we detected EECs with anti-CHGA antibody on colonic sections of PRMT1^indΔIEC^ and PRMT1^fl/fl^ mice on day14 after the initiation of tamoxifen treatment (Fig. S3A). Interestingly, the number of EECs of PRMT1^indΔIEC^ colon was comparable to that of PRMT1^fl/fl^ colon (Fig. S3B). Furthermore, CHGA mRNA level in colonic epithelium was similar between PRMT1^indΔIEC^ and PRMT1^fl/fl^ mice (Fig. S3C). In addition, we observed that tamoxifen-induced knockout PRMT1 (PRMT1^indΔIEC^) did not have any significant effect on the body weight of the animals compared to PRMT1^fl/fl^ mice during the treatment (data not shown). Thus, PRMT1 is critical for EEC homeostasis in the small intestine but not colon of adult mice, although its role, if any, in EECs development during embryogenesis remains to be determined.

### PRMT1 likely regulates EEC number by affecting Neurogenin 3-positive EEC progenitor cells

EECs are derived from neurogenin3 (Neurog3)-positive cells in the small intestine [18, 19, 24, 45]. 

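Neurog3 (ENSMUSG00000044312.4, chromosome 10 of mm10, 62133090 to 62134763) had 7.62 ± 0.819 CPM in KO and 3.41 ± 1.03 CPM in WT crypts at day 14 (SD, n = 3 each), from 99 to 154 and 48 to 103 counts per library. Its log2 fold change was 1.17 (SE 0.23, adjusted p = 0.0028, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.94 and 1.34 when 1 library was left out. At day 7 it had 6.10 ± 0.973 CPM in KO and 2.99 ± 0.258 CPM in WT, a log2 fold change of 1.04 (SE 0.23, adjusted p = 0.00356). The level at day 2 was 3.29 ± 0.698 CPM in KO and 2.73 ± 0.419 CPM in WT, a log2 fold change of 0.28 (SE 0.23, adjusted p = 1).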

Given the increased EECs, we observed, not surprisingly, that Neurog3 expression was also upregulated in the small intestinal epithelium of PRMT1^indΔIEC^ mice based on both RNA-seq and RT-qPCR analyses (Fig. 4A, C). In addition, the expression levels of several known downstream target genes of Neurog3, including Neurod1 [20], Pax4/6 [21, 22] Insm1 [23], were also upregulated in the small intestinal epithelium of PRMT1^indΔIEC^ mice (Fig. 4A, C). Thus, PRMT1 knockout might have upregulated Neurog3, leading to increased Neurog3-positive progenitor cells. To test this, we carried out in situ hybridization analysis of Neurog3 expression by using RNA scope [46] on small intestinal sections of mice at day 14 after initiating tamoxifen treatment. 

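Neurod1 (ENSMUSG00000034701.9, chromosome 2 of mm10, 79452521 to 79456751) had 7.52 ± 1.55 CPM in KO and 3.08 ± 0.0709 CPM in WT at day 14 (SD, n = 3 each), a log2 fold change of 1.29 (SE 0.21, adjusted p = 0.00069, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.20 at day 7 (SE 0.21, adjusted p = 0.000567). The log2 fold changes of Insm1 (ENSMUSG00000068154.5, chromosome 2, 146221921 to 146225020) were 1.36 at day 14 (SE 0.22, adjusted p = 0.000706) and 1.04 at day 7 (SE 0.22, adjusted p = 0.00316). Pax6 (ENSMUSG00000027168.21, chromosome 2, 105668900 to 105697364) had 1.41 at day 14 (SE 0.23, adjusted p = 0.000673) and 1.12 at day 7 (SE 0.23, adjusted p = 0.00206). For Pax4 (ENSMUSG00000029706.15, chromosome 6, 28442334 to 28449353) the level at day 14 was 2.74 ± 0.588 CPM in KO and 0.748 ± 0.105 CPM in WT, a log2 fold change of 1.85 (SE 0.27, adjusted p = 0.000289). At day 7 its log2 fold change was 0.85 (SE 0.27, adjusted p = 0.0321), from 32 to 51 counts in KO and 14 to 28 in WT libraries. This day 7 call was lost in 5 of the 6 fits that each left out 1 library, with a largest adjusted p of 0.0962 without WT day 7 replicate 3. It was also lost with DESeq2's Wald test (0.0566), with no filter on low counts (0.136) and in a model of only the day 7 libraries (0.0682), over a range of 0.0320 to 0.136.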

In PRMT1^fl/fl^ mice, Neurog3 + cells were rare and expectedly located in the crypts of adult small intestine, where the transit-amplifying (TA) proliferating cells located (Fig. 6A). In contrast, many more Neurog3+ progenitor cells were observed in the PRMT1^indΔIEC^ crypts (Fig. 6A). Quantitative analysis revealed that the Neurog3+ progenitor cells in the PRMT1^indΔIEC^ mice were about 2.4-fold of those in PRMT1^fl/fl^ mice at day 14 after the initiation of tamoxifen treatment (Fig. 6B), similar to the change observed for mature EECs (Fig. 5B). Thus, PRMT1 likely regulates EEC cell number by controlling Neurog3 gene expression and the number of Neurog3+ progenitor cells.

**Fig. 6:**
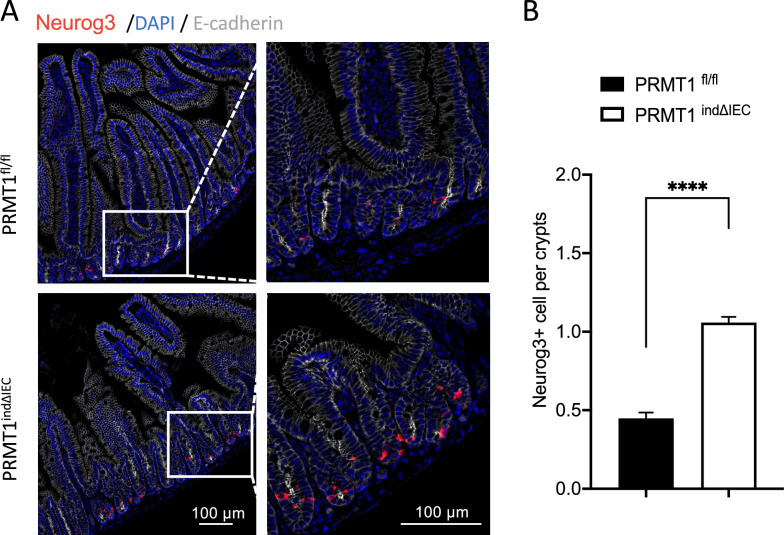
Neurogenin 3-positive progenitor cells are increased in PRMT1-deficient adult small intestine. **A** Neurogenin 3 situ hybridization to detect enteroendocrine progenitor cells in small intestinal sections from PRMT1^indΔIEC^ and PRMT1^fl/fl^ littermates at day 14 after the first tamoxifen injection as diagramed in Fig. 1A. Right panels showed enlarged photo of the boxed area in the left panels. The Neurogenin 3-positive cells were stained red, DNA was stained blue with DAPI, and plasma membrane was stained white with an E-cadherin antibody. Note that Neurogenin3+ cells were located exclusively in the crypts and were much more abundant in PRMT1^indΔIEC^ crypts. **B** Quantification of Neurogenin3+ cells showed that PRMT1 deletion significantly increased enteroendocrine progenitor cells. Multiple sections per animal were analyzed for each group. The values were presented as mean ± SEM with n = 3–4 mice per group. ****p < 0.0001. Scale bars: 100 μm

## Discussion

Cell fate specification and differentiation in adult intestine rely on a complex regulatory network of transcription factors and distinct epigenetic landscapes. Whereas many transcription factors involved in enteroendocrine cell differentiation have been identified [17–19, 26, 27, 29, 30], much less is known about epigenetic contributions. Here, we have revealed a novel role for PRMT1, a predominant histone arginine methyltransferase, in enteroendocrine cell fate determination in adult mouse small intestine.

We previously reported that intestinal epithelial PRMT1 knockout altered the structure and epithelial homeostasis in the intestine [38, 39]. Surprisingly, PRMT1 deletion increases cell proliferation in adult intestine, contrary to our expectation based on studies during intestinal remodeling during *Xenopus* metamorphosis, which is equivalent to the period of 3–4 weeks around birth in mouse [40, 47]. This prompted us to investigate the potential molecular mechanism underlying PRMT1 function in adult mouse small intestinal homeostasis. 

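Genes with an adjusted p under 0.05 and no overlap between KO and WT libraries were ranked by fitted log2 fold change. The rank is uncertain for genes with 3 or fewer counts in every library of a group, since only a bound of their fold is known. By this rank the 5 largest increases of day 7 were in Gm13394, Ccdc42, Cbr3, Gm45063 and Moxd2. Those of day 14 were in Car1, Gm13394, Gm45063, Mirt2 and Moxd2. Cbr3 (ENSMUSG00000022947.8), a carbonyl reductase gene on chromosome 16 of mm10, had 57.3 ± 30.1 CPM in KO and 0.528 ± 0.0360 CPM in WT at day 7 (SD, n = 3 each), a log2 fold change of 6.74 (SE 0.53, adjusted p = 8.87e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4.01 at day 14 (SE 0.47, adjusted p = 7.83e-05). Gm13394, the pseudogene that is nearly identical to Gapdh, was at least 249-fold higher at day 7 and had a log2 fold change of 6.82 at day 14. For the other genes all WT libraries had 3 or fewer counts, which gives lower bounds only. At day 7 these were at least 21.6-fold higher for Moxd2, at least 12.0-fold for Ccdc42 and at least 3.56-fold for Gm45063. At day 14 they were at least 14.9-fold higher for Car1, at least 8.55-fold for Moxd2, at least 3.52-fold for Gm45063 and at least 1.84-fold for Mirt2. The call of Mirt2 at day 14 was lost in 4 of the 6 fits that each left out 1 library, with a largest adjusted p of 0.0836 without WT day 14 replicate 2. The 5 largest decreases of day 7 were in Gm12707, Gm15383, Gm49896, Gm50157 and 4930563M21Rik, with at most 2 counts in any KO library, and they were at least 4.41-fold (Gm50157) to at least 8.12-fold (Gm49896) lower. At day 14 they were in Gm49896 (at least 4.89-fold lower), Gm50157 (at least 3.65-fold), Gm50269 (at least 2.25-fold), Gm32358 (at least 10.3-fold) and Nr2e3. Nr2e3 (ENSMUSG00000032292.8), a nuclear receptor gene on chromosome 9, had log2 fold changes of -4.26 at day 14 (SE 0.36, adjusted p = 1.25e-06) and -3.50 at day 7 (SE 0.33, adjusted p = 8.7e-07).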

Our RNA-Seq data revealed that tamoxifen-induced PRMT1 knockout in adult mouse intestinal epithelium led to markedly altered transcriptome at day 7 and day 14. Interestingly, there were many transient DEGs at day 7 after initiating tamoxifen treatment, which might be due to the fact that tamoxifen-induced activation of Cre can lead to genome toxicity [41].

Our analysis of the upregulates DEGs in PRMT1^indΔIEC^ crypts at day 14 after the first tamoxifen injection unexpectedly revealed that the most significantly enriched GO terms and KEGG pathways were mostly associated with EECs and that these expression profile in PRMT1 knockout crypts resemble the enrichments due to alteration in the levels of Neurog3, a critical regulator of EEC fate [26]. Consistently, we found that EEC number was increased in the PRMT1 knockout intestine, accompanied by increased expression of enteroendocrine-specific hormones and transcription factors. Importantly, both Neurog3 expression and Neurog3-positive enteroendocrine progenitor cells were also increased in small intestinal crypt of PRMT1 knockout mice, consistent with the report that high Neurog3 gene dosage enforces the commitment of secretory progenitors to an EE lineage [26]. High Neurog3 gene dosage was also reported to constrain goblet cell lineage potential [26, 48]. However, our RNA-seq data did not find any goblet cell markers such as Muc2, Tff3, or goblet cell lineage transcription factors Gfi1 and Spdef [49, 50] among the DEGs (Tables S4), in agreement with our previously studies on Muc2 expression and the total number of goblet cells remain unchanged in PRMT1^indΔIEC^ small intestine [38]. 

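Muc2 (ENSMUSG00000025515.15, chromosome 7 of mm10, 141690340 to 141754693) had 3279 ± 56.4 CPM in KO and 2997 ± 464 CPM in WT at day 14 (SD, n = 3 each), a log2 fold change of 0.13 (SE 0.19, adjusted p = 0.765, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tff3 (ENSMUSG00000024029.4, chromosome 17, 31125306 to 31129646) had 471.3 ± 92.1 CPM in KO and 405.5 ± 50.7 CPM in WT, a log2 fold change of 0.22 (SE 0.18, adjusted p = 0.533). The log2 fold change at day 14 was 0.08 for Gfi1 (ENSMUSG00000029275.18, SE 0.24, adjusted p = 0.891) and 0.47 for Spdef (ENSMUSG00000024215.14, SE 0.17, adjusted p = 0.101). Without WT day 14 replicate 1 the value of Spdef was 0.71 with an adjusted p of 0.0128, and without WT day 14 replicate 2 the value of Gfi1 was -0.17. At day 7 the log2 fold changes were 0.05 for Muc2, 0.18 for Tff3, -0.03 for Gfi1 and 0.41 for Spdef, with adjusted p from 0.109 to 0.95. Over the other settings the adjusted p of Spdef ranged from 0.0290 to 0.133 at day 7 and from 0.0221 to 0.210 at day 14, where it was called with the replicate number as a block (0.0221). The sign of the day 7 value changed for Muc2 without KO day 7 replicate 1 (-0.07) or WT day 7 replicate 2 (-0.04), and for Gfi1 without KO day 7 replicate 2 (0.05) or WT day 7 replicate 3 (0.11). A list of 15 tested goblet cell markers had a median log2 fold change of 0.08 at day 14 (adjusted p = 0.412, camera with Benjamini-Hochberg adjustment), with 1 gene called higher and 1 lower. The median was -0.04 without WT day 14 replicate 2 and 0.28 without WT day 14 replicate 1 (adjusted p = 0.0118). At day 7 it was 0.05 (adjusted p = 0.837, 1 gene called higher and 3 lower), and it changed sign without KO day 7 replicate 1 (-0.05) or WT day 7 replicate 2 (-0.01). At day 2 all 15 genes were higher, with a median of 0.29 (adjusted p = 1.11e-07 from camera and 0.0647 from fry), and none was called by itself.

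**Figure D2:**
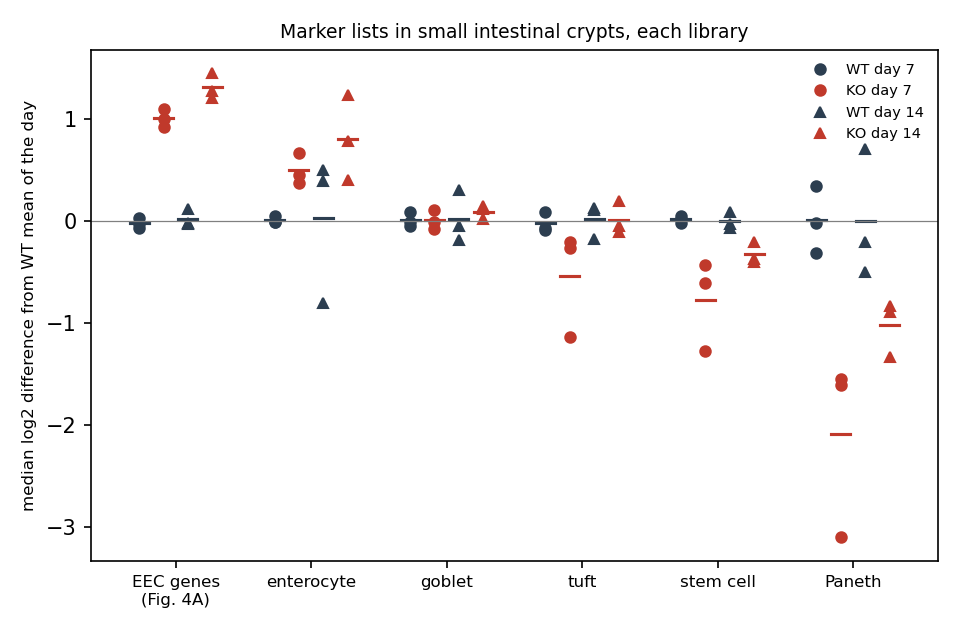
Median log2 difference from the WT mean of the same day (vertical axis) for lists of EEC, enterocyte, goblet cell, tuft cell, stem cell and Paneth cell genes, with each point 1 library (circles day 7, triangles day 14, WT dark blue, KO red) and bars at the group means. The EEC list lies at 0.92 to 1.09 in the KO libraries of day 7 and at 1.20 to 1.44 in those of day 14, and the goblet cell list at -0.08 to 0.11 and at 0.01 to 0.14.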

Of note, intestinal epithelium-specific knockout of Neurog3 in mice depletes EECs without affecting nonendocrine epithelial cell types [24, 45], indicating that a complex network of factors controls the secretory progenitor’s fate choice. Our results thus suggest that PRMT1 not only control EEC development via Neurog3 pathway and also likely also affect other intestinal cells via other pathways. Interestingly, our previously study reported a region specific effects of PRMT1 knockout on goblet cells [38]. Here, we observed that PRMT1 also has a region-specific role on EEC differentiation and/or maintenance. Loss of PRMT1 in adult intestinal epithelium increases EECs in the small intestinal but no colon. The small intestine and colon differ significantly, such as the hormones produced, the nutrient absorbed, and the epithelium structure with colon having crypts but lacking villi [1]. The question how these regional differences are established remains to be addressed.

Neurog3 has been shown to be expressed transiently in endocrine progenitor cells in the pancreas and controls pancreatic islet cell development and differentiation [51–53]. Interestingly, pancreas-specific PRMT1 knockout mouse embryos exhibit prolonged Neurog3 expression, accompanied by pancreatic hypoplasia after birth [54] and PRMT1 methylation of arginine 65 of Neurog3 has been reported to be required for pancreatic endocrine development of human embryonic stem cell [55]. The loss of PRMT1 leads to Neurog3 accumulation in the cytoplasm and decreases the transcriptional activity of Neurog3 without affecting Neurog3 mRNA level [54, 55]. This seems to be different from our findings in the intestine where the loss of PRMT1 in intestinal epithelium increases Neurog3 mRNA level and Neurog3+ cells, as well as their subsequent differentiation into mature EECs. Thus, PRMT1 appears to regulate Neurog3 to affect EEC development in an organ-dependent manner. In the intestine, PRMT1 suppresses enteroendocrine lineage development. PRMT1 likely inhibits the expression of Neurog3 directly or indirectly. This in turn prevents the formation of Neurog3-postive progenitor cells and/or their proliferation, leading to fewer progenitor cells to differentiate into EECs (Fig. 7). Further studies are needed to determine how PRMT1 affect Neurog3 expression and EEC differentiation in the small intestine.

**Fig. 7:**
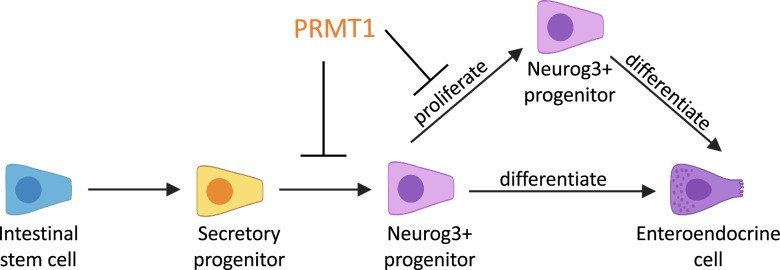
A proposed model for the role of PRMT1 in small intestinal enteroendocrine cell development. PRMT1 suppresses enteroendocrine lineage development, most likely via inhibition of Neurog3 expression through yet unknown mechanism. This may in turn inhibit the formation of Neurog3-postive progenitor cells and/or their proliferation, leading to fewer progenitor cells to differentiate into EECs. Neurogenin 3: Neurog3. EEC: Enteroendocrine cells

## Conclusions

Our RNA-Seq analyses have revealed that the epigenetic enzyme PRMT1 plays an important role in regulating the transcriptome of adult mouse small intestine. More importantly, we have uncovered a novel role of PRMT1 in controlling intestinal enteroendocrine cell development and/or homeostasis in adult mice, most likely via inhibition of Neurogenin 3-mediated commitment to EEC lineage. Given the critical roles of gut hormones and peptides in regulating physiological functions, such as nutrient intake, lipid adsorption, and glucose homeostasis, and the involvement of EECs in obesity and diabetes, our results suggest that targeting PRMT1 may offer a novel strategy to control EEC specification to prevent and/or treat human metabolic diseases.

## Materials and methods

### Animals

Mice carrying a LoxP-flanked PRMT1 allele (PRMT1^fl/fl^) and intestinal epithelium-specific PRMT1 knockout mice were generated as described previously [38, 39]. Briefly, PRMT1 knockout mice were generated by crossing PRMT1^fl/fl^ mice with transgenic mice carrying either a constitutively active Cre recombinase under the control of the villin promoter (Vil-Cre) (The Jackson Lab), or tamoxifen-inducible Cre, active CreER^T2^, under the same promoter (Vil-CreERT2) (The Jackson Lab). To active CreER^T2^, adult PRMT1^fl/fl^ mice and mice of interest (PRMT1^fl/fl^; vil-Cre^ERT2^, henceforth referred to as PRMT1^indΔIEC^) were injected intra-peritoneally (IP) with tamoxifen (T5648, Sigma–Aldrich; 2 mg each mouse) for up to 5 consecutive days. The mice were euthanized at the indicated time points after the first tamoxifen injection at day 0 (Fig. 1A). All mice used in this study were age- and gender- matched between PRMT1 knockout and control. All animal care and procedures were approved by the Animal Use and Care Committee of Eunice Kennedy Shriver National Institute of Child Health and Human Development (NICHD), National Institutes of Health (NIH).

### Genotyping

Mouse tail tips were used to isolate genomic DNA with QuickExtract DNA extraction solution (25887, Biosearch technologies). The DNA was used for PCR genotyping with primers for PRMT1, Cre and CreERT2 as described previously [38, 39]. The PCR products were analyzed with 2% agarose gel electrophoresis to determine the genotype based on the sizes of the PCR products.

### Histological processing and immunofluorescent staining

Isolated intestine was flushed with ice-cold 1X phosphate-buffered saline (PBS) and fixed in 10% neutral buffered formalin (R04586, Sigma–Aldrich) at room temperature overnight, then transferred into 70% ethanol, processed with a tissue processor (Excelsior AS Tissue Processor; Thermo Fisher Scientific), followed by embedding in paraffin and then cutting into 5 µm sections.

Chromogranin A (ab15160, Abcam; 1:200 dilution) and serotonin (ab66047, Abcam, 1:100 dilution) immunofluorescence analyses were performed on paraffin-embedded sections (5 m) as described previously [38]. The fluorescent pictures for different colors and different sections were taken by using a microscope under the same settings and then analyzed with ImageJ software.

### RNA scope in situ hybridization

RNA scope, high-resolution RNA in situ hybridization [46], was performed on 5 µm formalin-fixed, paraffin-embedded sections by using RNAscope Multiplex Fluorescent Reagent Kit (323100, ACDBio). The RNAscope probes used were Neurog3 (422401, ACDBio), and the positive control probe Ppib (313911, ACDBio), and the negative control probe DapB (310043, ACDBio). Alexa Fluor® 488 Mouse anti-E-Cadherin (560061, BD Bioscience) was used for visualizing plasma membrane.

### Isolation of mouse intestinal crypts

Intestinal crypts were isolated as previous described [38] from small intestine and colon of 8–12 weeks old PRMT1^fl/fl^ and PRMT1^indΔIEC^ mice at different time point after tamoxifen injection (Fig. 1A). Briefly, mouse small intestine and colon were isolated, opened longitudinally, and then cut into small pieces. The small pieces were washed twice with cold PBS and then incubated with 20 mM EDTA in PBS on ice for 40 min. After removal of EDTA, the tissue pieces were vigorously suspended by using a 10-ml pipette with cold PBS containing 0.1% BSA. The supernatant, which was enriched with crypts, was filtered through 70 μm cell strainer (352350, Corning) and centrifuged at 300*g* for 3 min. The pellets were resuspended in TRIzol™ Reagent (15596026, Invitrogen) for RNA isolation.

### RNA-Seq and data analysis

Three biological replicates from the PRMT1^fl/fl^ and PRMT1^indΔIEC mice^ group for each time point after tamoxifen injection (Fig. 1A) were used for RNA extraction. Total RNA from small intestinal crypts were isolated as described above and extracted by using Direct-zol™ RNA Miniprep (R2052, ZYMO Research) according to the manufacturer’s instructions. The RNA samples were then sent to the NICHD Molecular Genomics Core for library preparation and sequencing. Libraries was prepared by using the Illumina TruSeq total RNA prep kit with Ribo-zero kit at the step of ribodepletion and sequenced on the Illumina NovaSeq 6000 platform to obtain 100 bp paired-end reads for each of the 3 biological replicates, respectively. For each sample, reads were identified and mapped onto the mm10 (Gencode M26) assembly of mouse genome by using STAR software (v2.7.3). Quantification of gene expression was determined by HTSeq software featurecounts v1.6.4 and gene annotations from Gencode release M26. Normalization of read counts and differential gene expression analysis between PRMT1^fl/fl^ and PRMT1^indΔIEC^ samples were further performed by using the R package DESeq2 (v1.38). Genes with an adjusted p-value (p-adj) < 0.05 were considered as significantly differentially expressed accepting a 5% FDR. Principal component analysis (PCA) was performed by using the R package DESeq2 (v1.38) package. DEGs between PRMT1 knockout and PRMT1^fl/fl^ mice were plotted on a MA plot by using the DESeq2 ggpubr package. To identify enriched biological processes and pathways among the DEGs, the GO and KEGG analyses were performed with the bioconductor ClusterProfiler package (v4.6.0). Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/) was used for visualizing the overlapped genes Venn diagrams. The raw datasets were deposited in Gene Expression Omnibus (GEO) repository (GSE263245).

### RT-qPCR analysis

One μg total RNA was reverse-transcribed into cDNA by using High-Capacity cDNA Reverse-Transcription Kit (4368814, Applied Biosystems). The qPCR was then performed by using SYBR Green PCR Master mix (A25742, Applied Biosystems) in a total volume of 10 μl on Step One Plus Real-Time PCR System (Applied Biosystems) with indicated primers (Table S9). Fold changes were calculated by using the ΔΔCT method with $$\beta$$-actin used as a control.

### Statistical analysis

Statistical significance for the differences between samples was determined by using a two-tailed unpaired Student's t-test. Except for RNA-Seq, all experiments were repeated for at least two times. For the analysis of intestinal cross-sections, individual cross-sections instead of individual animals were used as samples for the Student’s t-test. Data were presented as the mean ± SEM (the standard error of the mean). Prism 10 from GraphPad software was used to calculate P values and plot figures. Differences with P values of less than 0.05 were considered significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns: no significant.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The raw datasets were deposited in Gene Expression Omnibus (GEO) repository (GSE263245).

## Abbreviations

PRMT1: Protein arginine methyltransferase 1
ISCs: Intestinal stem cells
EECs: Enteroendocrine cells
Neurog3: Neurogenin 3
RNA-Seq: RNA-Sequencing
DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
RT-qPCR: Quantitative reverse transcription polymerase chain reaction
CHGA: Chromogranin A

# Supplementary material for: Protein arginine methyltransferase 1 regulates mouse enteroendocrine cell development and homeostasis
**Source:** Cell Biosci. 2024 Jun 4;14:70. doi: 10.1186/s13578-024-01257-x
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Fig. S1.**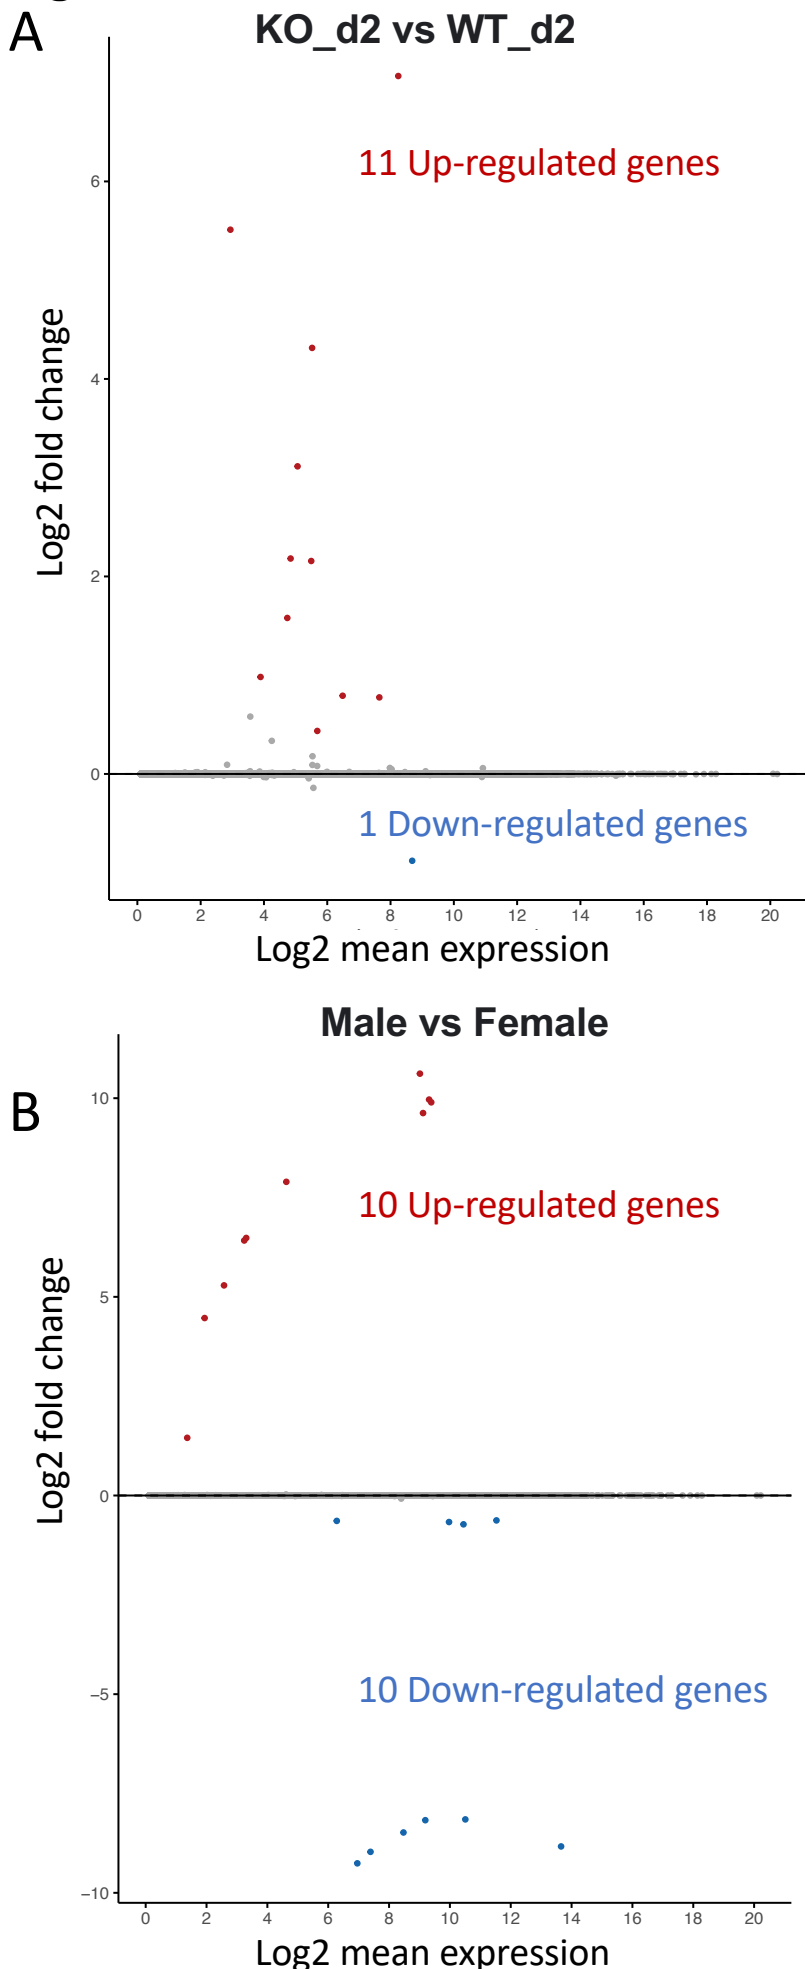

**Additional file 1: Fig. S1. Gene expression profiling of the small intestinal crypts of adult wild type (WT) or induced PRMT1 knockout (PRMT1<sup>indΔIEC</sup>) mice.** RNA-Seq analyses were carried out on the small intestinal crypts of wild type or adult PRMT1<sup>indΔIEC</sup> mice 2 days after the initiation of tamoxifen treatment. **(A)** There are few differentially expressed genes (DEGs) between wild type (WT\_d2) and PRMT1<sup>indΔIEC</sup> (KO\_d2) 2 days after initiating KO with tamoxifen treatment. MA plot visualizing the log2-fold change (M values) between wild type and KO expression based on log2-mean expression levels (A values). Red and blue dots represent significantly (Adjusted p-value <0.05) up- and down-regulated genes, respectively, in PRMT1<sup>indΔIEC</sup>. **(B)** There are a number of DEGs between male and female mouse intestine. Red and blue dots represent significantly (Adjusted p-value <0.05) up- and down-regulated genes, respectively, in the male intestine compared to female intestine.

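An MA plot sets each gene's log2 fold change between KO and WT against its mean expression, so that genes without a difference lie along 0. At day 2 the KO libraries were all above or all below the WT libraries for 8.16% of the 21349 genes tested, where chance gives 10%. Table S1 lists 12 genes, all of which had the same direction here and 7 of which were called. The adjusted p of the other 5 was between 0.0609 and 0.968 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).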

**Fig. S2.**

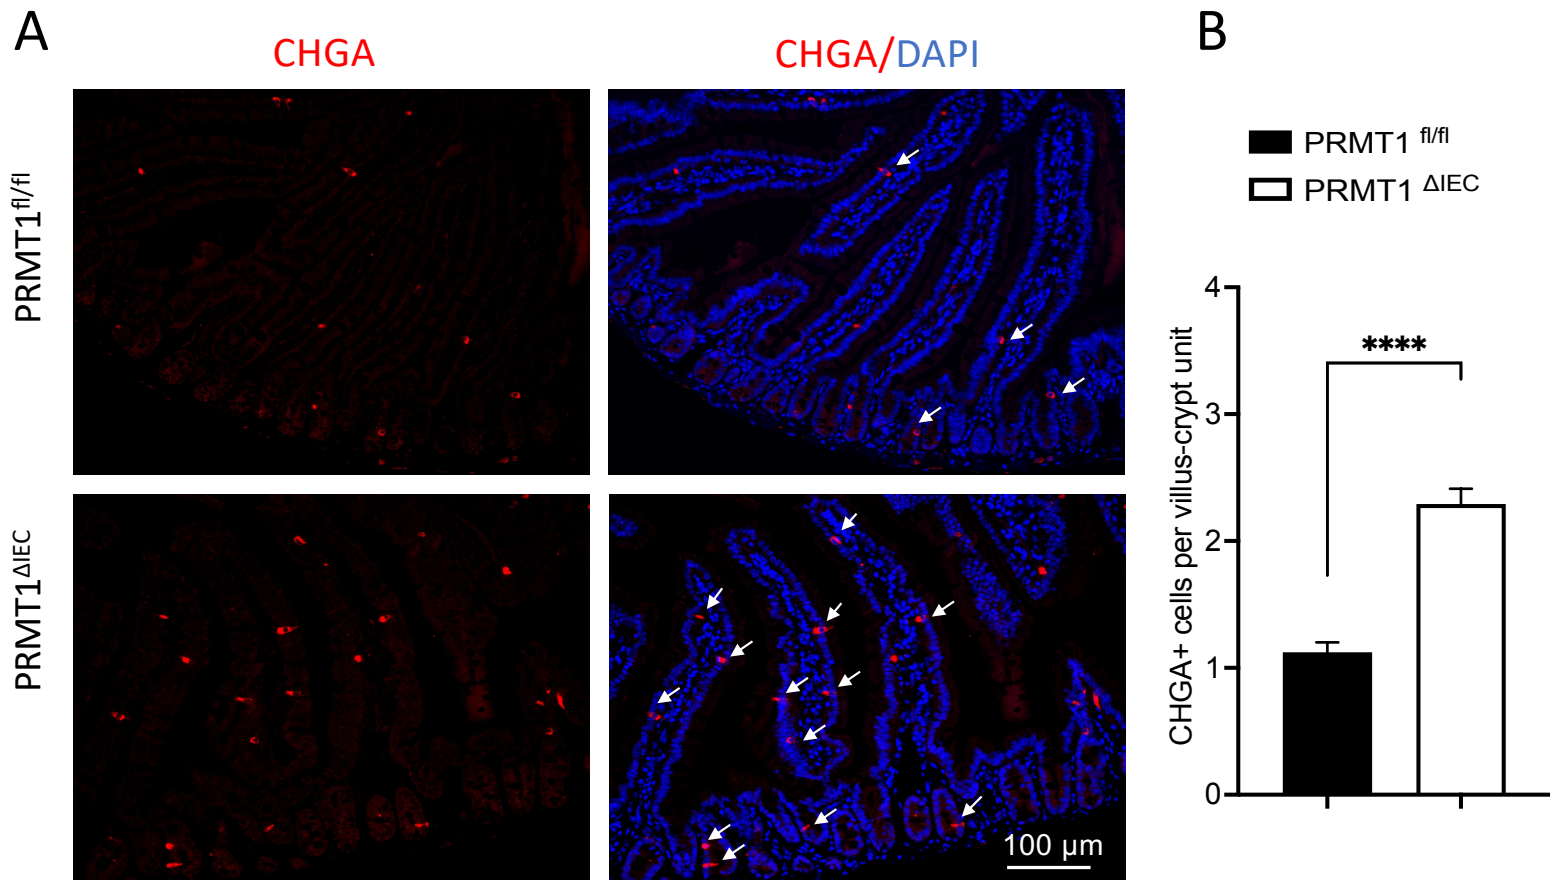

**Additional file 2: Fig. S2. Intestinal epithelium-specific knockout of PRMT1 (PRMT1<sup>ΔIEC</sup>) increased enteroendocrine cells (EEC) in adult small intestine. (A)** Immunofluorescent staining for CHGA, an EEC marker, in small intestinal cross-sections of adult PRMT1<sup>ΔIEC</sup> and PRMT1<sup>fl/fl</sup> littermates. The CHGA-labeling stained EEC cells red (arrows), and the DNA was stained blue with DAPI. Note that PRMT1<sup>ΔIEC</sup> mice carrying a constitutively active Cre recombinase under the control of villin promoter (Vil-Cre), expressing Cre in the intestinal epithelial cells during embryonic development and throughout adulthood. **(B)** Quantification of CHGA+ cells showed that PRMT1 deletion dramatically increased EEC numbers in adult intestine. Multiple sections per animal were analyzed for each group. The values were presented as mean ± SEM with n=3-4 mice per group. \*\*\*\*p < 0.0001. Scale bars indicate 100 μm.

**Fig. S3.**

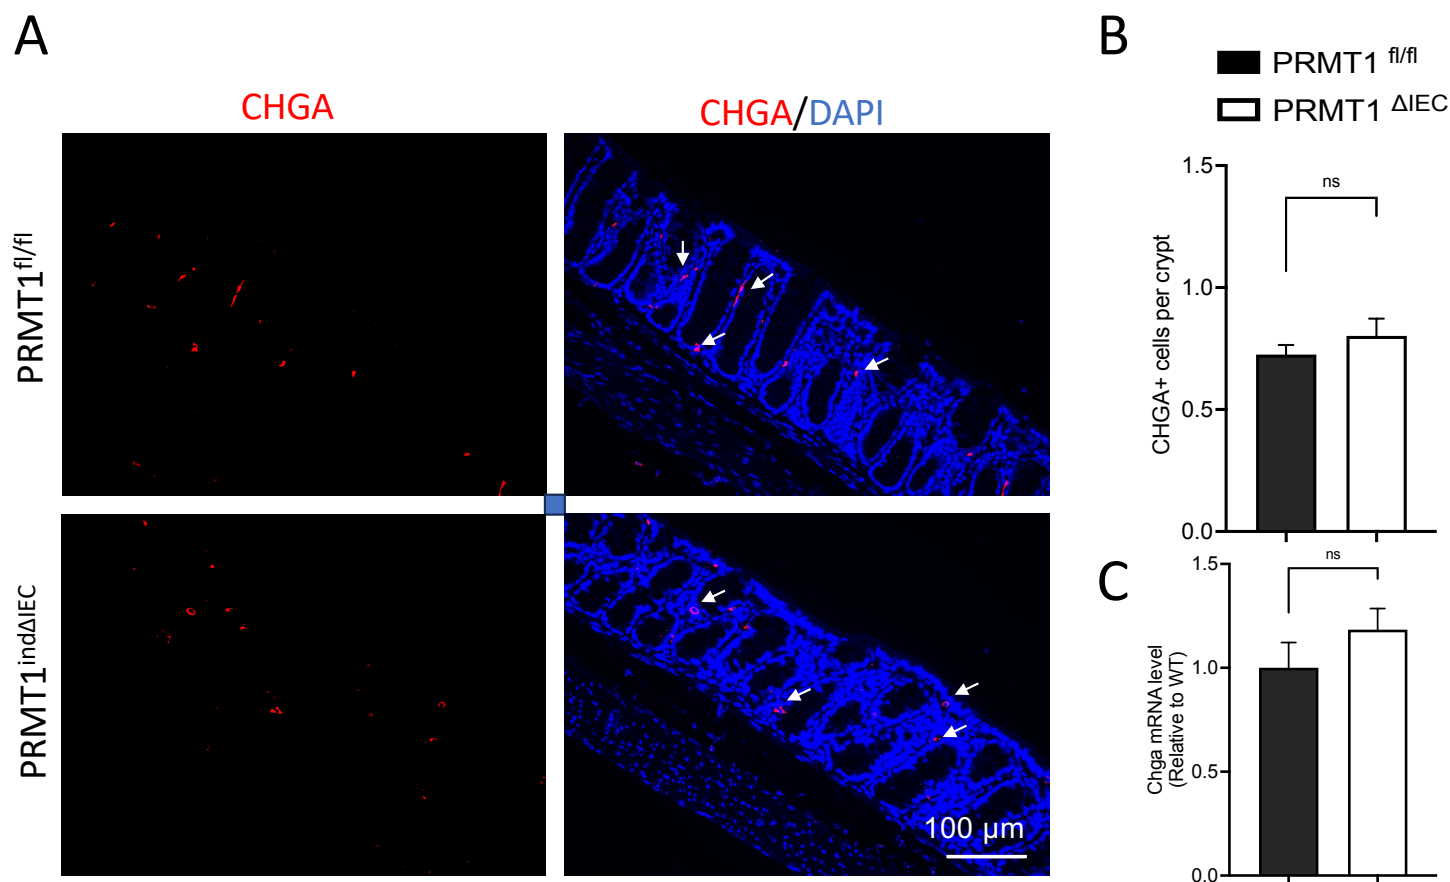

**Additional file 3: Fig. S3. Intestinal epithelium-specific deletion of PRMT1 does not affect enteroendocrine cell (EEC) number in the adult colon. (A)** Immunofluorescent staining for CHGA, an EEC marker, in colonic sections from PRMT1<sup>indΔIEC</sup> and PRMT1<sup>fl/fl</sup> littermates at day 14 after the first tamoxifen injection. The CHGA-labeling stained EEC cells red (arrows), and the DNA was stained blue with DAPI. **(B)** Quantification of CHGA+ cells showed that PRMT1 deletion did not significantly change EEC numbers in the adult colon. Multiple sections per animal were analyzed for each group. Scale bars indicate 100  $\mu$ m. **(C)** Analyses of Chga expression in the colonic epithelial cells of PRMT1<sup>indΔIEC</sup> and PRMT1<sup>fl/fl</sup> mice by RT-qPCR. The values were presented as mean  $\pm$  SEM with n=3-4 mice per group. ns: no significant.

How the deposited data were processed for this re-analysis (not part of the article)

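RNA-Seq libraries of small intestinal crypts were analysed from KO mice (Prmt1 with LoxP sites and villin-driven CreERT2) and WT littermates (Prmt1 with LoxP sites alone), with 3 libraries per group, 6 groups and 18 libraries in all, collected 2, 7 and 14 days after the first tamoxifen injection. Each library came from 1 mouse. The authors deposited 1 table of counts per gene, made from STAR alignments with featureCounts 1.6.4. The values were checked to be whole numbers without normalization, and 0 columns of the table were left unused. The table holds 55335 genes of GENCODE release 23 for mouse (mm10), and gene positions were taken from it. Fragments were counted without regard to strand, fragments overlapping several genes were counted for each, and fragments with several alignments were not counted.

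The study removed the 20 genes of Table S2 after its PCA and day 2 comparison and does not say whether this preceded normalization. Here they were left out of all gene tests, before normalization. Genes were kept with filterByExpr of edgeR 4.0.16 by group, which left 21349 genes, and counts were normalized with TMM. The model held all 18 libraries with 1 mean per group and was fitted with edgeR's quasi-likelihood method with robust dispersions (limma 3.58.1, R 4.3.3). KO was compared with WT on each day, WT groups were compared with each other, and the difference between the KO effects of days 14 and 7 was tested, each with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes were fitted by the model. Full separation means that all 3 KO libraries lie on the same side of all 3 WT libraries, which chance gives for 10% of genes. Folds against a group in which every library had 3 or fewer counts are lower bounds computed against 3 counts. List medians were also computed with such genes at their bounds, and for the lists at days 7 and 14 they were the same at the decimals given.

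The genes named are every gene that the paper names in its text or Fig. 4A, further EEC hormones, Atoh1 and Esr1, and for each day the 5 largest increases and 5 largest decreases among genes called with full separation. A further item is not reported here. There were 26 lists of genes. The 15 marker lists were the EEC genes of Fig. 4A, other EEC markers, goblet cell, Paneth cell, tuft cell, enterocyte, stem cell, immune cell and stromal cell markers, proliferation genes, p53 target genes, NRF2 target genes, interferon-stimulated genes, regenerative epithelium markers and other PRMT genes. The 11 lists of the study were the genes that Tables S5 to S8 give for hormone transport, endocrine system development, glucose homeostasis, ion channel activity, secretory granule, neuroactive ligand-receptor interaction, insulin secretion, fat digestion and absorption, glutathione metabolism, metabolism of xenobiotics by cytochrome P450 and drug metabolism by cytochrome P450. They were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 78 tests of lists and days, and again with fry and with an estimated correlation. Lists per library are medians of log2 CPM (prior count 2) minus the WT mean of the day. Principal components were taken from DESeq2 1.42.0's variance-stabilized counts, blind to the groups, over the 500 most variable genes. Small groups were compared by exact two-sided permutation tests, shared DEGs by Fisher's exact test, and confidence intervals of shares are exact (Clopper-Pearson) at 95%. Sequences were compared with blastn 2.17.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.

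The comparisons, tests, lists, rule for named genes and alternatives were set before the data were examined, apart from thinned libraries, the differences of lists between days, 2 further lists of 5 genes and the tests that the closing section names as chosen later. The alternatives were DESeq2's Wald test, its size factors, the 20 genes with the largest mean count left out, no filter on low counts, a mean count of at least 50, the genes of Table S2 kept, models of only the groups compared, the replicate number as a block, shrunken log2 fold changes, other list tests, other numbers of genes and a log2 CPM transformation for the principal components, and each library left out in turn.

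The total count per library had a median of 21266804.5 over the 18 libraries. The 20 genes with the largest mean count held 18.6% to 32.9% of the counts of a library. Counting error is small at these depths for most tested genes, and the spread between 3 mice sets the precision of the comparisons. The model was tested on simulated data with known changes. Of genes with a simulated log2 change of 1 it called 44% at day 7 and 50% at day 14, and of those with a change of 2 it called 79% and 76%. The list test called 7 of 200 random lists without a change at an unadjusted p under 0.05. The genes were simulated independently of each other, so this does not measure the error of the list test for genes that vary together. The paper matches KO mice and littermate controls for age and gender and does not link the replicate numbers to litters. Deviations of KO and WT libraries of the same number had a correlation over 0.1 in 6 of 9 pairs, with 0.227, 0.180 and 0.159 at day 14. At day 2 it was 0.0478, 0.158 and 0.381, and at day 7 -0.159, 0.206 and 0.0787. Every pair was over 0.1 at day 14 only. With 3 pairs per day, this check cannot show that the numbers do not pair the libraries at days 2 and 7. The model was set without a block before the data were examined. No library was a copy of another, with a chi-square per gene of 24.0 to 86.1 over the 18 pairs of libraries within groups.

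Sex was not used, because neither the labels nor the paper's text give it per library. The enrichment analyses of the study were not repeated, since the term memberships are not used here beyond the genes listed in the tables. Tables S3 and S4 were read in part, 1998 of 4018 and 1998 of 2113 entries, and were used for single genes only. Staining, RT-qPCR, in situ hybridization and colon data are not analysed here.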

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

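In this part the tests of single genes and of the lists on each day were set before the data were examined. So were their alternatives, such as fry, an estimated correlation and each library left out in turn, but not the thinned libraries. The test of library size was written down after the lists were seen and before its own result was seen. All other tests, the differences between days included, were chosen only after the result was seen. It was assumed, and not tested, that tissue of another type raises its own markers at least as much as other genes. Its loss was assumed to lower them as much. Under this assumption, a list beyond those markers in every KO library argues against such tissue as the whole cause. A further test was added because this comparison had left some lists open, and it is given for all of them. It removed the trend of the list on the markers across the 9 WT libraries, with the slope also taken without each WT library in turn. The smallest resulting gap between KO and WT libraries is given, with the WT spread at that slope. Gaps larger than the spread argue against the tissue too, and smaller ones decide nothing. For villus tissue the markers were the enterocyte markers and the proliferation genes.

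A signal in genes that the paper does not discuss was found on Gm13394, a Gapdh pseudogene on chromosome 2 of mm10 (28933610 to 28934609), with a log2 fold change of 7.14 at day 2. It held 378 to 1121 counts in each of the 9 KO libraries and 2 to 6 in each WT library. Gm13394 lies in an intron of Cfap77, and Cfap77 had at most 8 counts in a KO library (3 to 8, against 2 to 29 in WT). Transcription of the pseudogene on its own would leave those counts unchanged, so transcription at this locus cannot be told apart from reads of other origin. Gm13394 matches a Gapdh transcript over 1000 bases with 1 mismatch, and 39 other genes reach at least 97% identity to it over at least 900 bases. In the 9 KO libraries its CPM was 7.29% to 10.2% of that of Gapdh, and 0.0317% to 0.128% in WT. Across the 9 KO libraries, the log2 CPM of the genes had a Pearson r of 0.920 (permutation p = 0.00116) and a Spearman rho of 0.783 (permutation p = 0.0172), the only relation of this kind computed. Without the 2 libraries farthest from the median of Gapdh, r was 0.646 (permutation p = 0.123), so the relation rests on those libraries, and each day holds only 3 KO libraries, too few for a value within a day. A candidate explanation is a Gapdh transcript that differs from the reference in the KO mice, and it cannot be told apart from a transcribed copy, at this locus or elsewhere, because the counts hold no sequence. Gapdh lies on chromosome 6 (125161715 to 125166467), inside the window of clustered day 2 differences given below. No biological explanation was tested.

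Esr1 was also outside the genes that the paper discusses, with a log2 fold change of 4.35 at day 2. Its CPM was above every WT library of the day in 9 of 9 KO libraries. The CreERT2 fusion, which only the KO mice carry, contains estrogen receptor sequence, so its reads may have been counted on Esr1. This cannot be told apart from expression of the gene itself, since the transgene and the KO groups coincide and the table holds no counts per exon. A list of 5 estrogen receptor target genes, chosen after the result was seen, had medians of 0.04, -0.24 and -0.39 at days 2, 7 and 14, a value that goes with either explanation.

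The day 2 differences clustered on chromosome 6. Overlapping genes were joined into 13482 loci, of which 20 had an unadjusted p under 0.001 at day 2, Prmt1 left out. Of these, 5 lay among the 88 loci between 120000001 and 130000000 (Clec2j, Gm44215, Klrb1, BC064078 and Klri1), and the next fullest window of this length held 2. In 10000 permutations of the positions the fullest window held at most 4 (p = 1e-04, the smallest p they can give), which argues against chance positions. A candidate explanation is a segment of another mouse strain in the KO mice. Such a segment would act on all days, and 3 of the 5 loci kept their direction at both later days, against 13 of the 15 loci elsewhere. With an unadjusted p under 0.05 on both of these days as well, it was 3 of 5 against 8 of 15. Gapdh lies in the same window (125161715 to 125166467), so such a segment could also carry the variant Gapdh transcript proposed for Gm13394. The reads on Gm13394 were higher in all 9 KO libraries, and regulation of a gene cluster alone would not place reads there. For the 5 loci themselves, a segment cannot be told apart from regulation of a gene cluster, because 5 loci are too few and the counts hold no sequence. Several of the 5 encode lymphocyte receptors, and the immune cell markers had a median of 0.05 at day 2 (adjusted p = 0.552, camera with Benjamini-Hochberg adjustment).

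The p53 target genes, a list that the paper does not discuss, had a median log2 fold change of 0.35 at day 2 (18 of 22 genes higher, adjusted p = 5.11e-15 from camera, 0.00701 from fry) and 0.52 at day 7 (20 of 22 higher, 12 called, adjusted p = 8.45e-07 from camera, 0.000476 from fry). With an estimated correlation the adjusted p was 0.00677 at day 2 and 0.0628 at day 7. At day 14 the median was 0.09 (adjusted p = 0.341, camera with Benjamini-Hochberg adjustment). The difference between the effects of days 14 and 7 was -0.48, lower at day 14 in 20 of 22 genes (adjusted p over 24 differences 2.22e-10 from camera, 0.0270 from fry). In libraries thinned to 12844642 counts, an alternative chosen after seeing the data, the day 2 median was 0.42, which argues against library size as the cause. The fitted trend on gene length was at most 0.0369 in size at the genes of the list, too small to give the rise. The rise while tamoxifen had recently activated Cre and its fall of -0.48 by day 14 are what a response to active Cre would give, and the paper proposes such toxicity for the transient DEGs. Loss of Prmt1 is confounded with active Cre, because the WT mice carry no Cre, so this remains a hypothesis.

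The NRF2 target genes rose at day 7 (median 1.33, 27 of 27 higher, 21 called, adjusted p = 2.76e-28 from camera, 0.000376 from fry) and at day 14 (median 0.68, 24 of 27 higher, 7 called, adjusted p = 4.71e-14 from camera, 0.0122 from fry), and not at day 2 (median -0.10, adjusted p = 0.939 from camera). With an estimated correlation the adjusted p was 0.0356 at day 7 and 0.150 at day 14. The day 14 median ranged from 0.439 to 0.877 with 1 library left out. The paper does not discuss NRF2. The effect of day 7 minus that of day 2 was 1.47 (adjusted p over 24 differences 2.15e-30 from camera, 0.00894 from fry), and that of day 14 minus day 7 was -0.70 (7.67e-18 and 0.120). Of the list, 17 genes are in none of the Table S8 lists used, and their median was 1.20 at day 7 (17 higher, 11 called) and 0.33 at day 14 (14 higher, 2 called). The median was 1.39 at day 7 in thinned libraries, which argues against library size. The fitted trend on gene length was at most 0.0451 in size at these genes, too small to give the rise. Under the assumption above, more villus tissue in the KO preparations would raise enterocyte markers as much. At day 7 the lowest KO library of the NRF2 list was 0.140 above the highest of the enterocyte markers, which argues against villus tissue as the whole cause. Without the trend on enterocyte markers the smallest gap was 0.482 (WT spread 0.237), and without that on proliferation genes 0.291 (0.349), which by itself decides nothing. At day 14 the same difference was -0.825. Without the trend on enterocyte markers the smallest gap was 0.0274 (WT spread 0.429), and without that on proliferation genes -0.493 (1.09). Villus tissue at day 14 cannot be told apart from a rise of the list, because these gaps are smaller than the WT spread. A stress response of the KO epithelium may explain the rise at day 7 and remains a hypothesis.

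The interferon-stimulated genes had a median of 0.90 at day 7 (24 of 26 higher, 13 called, adjusted p = 5.47e-08 from camera, 0.00662 from fry) and the regenerative epithelium markers one of 1.56 (13 of 13 higher, 8 called, adjusted p = 8.8e-09 from camera, 0.000564 from fry). With an estimated correlation the adjusted p was 0.173 and 0.0549. The paper discusses neither list. The effect of day 7 minus that of day 2 was 1.36 for the interferon list (adjusted p over 24 differences 2.45e-12 from camera, 0.0161 from fry) and 1.39 for the regenerative list (6.4e-09 and 0.0108). The day 2 medians were -0.25 (adjusted p = 0.00028 from camera, 0.464 from fry) and 0.05 (0.840 and 0.983). At day 14 they were 0.32 (0.0369 and 0.387) and 0.47 (0.00797 and 0.107). The day 14 call of the interferon list was lost without KO day 14 replicate 2 (0.25, adjusted p = 0.0725), KO day 14 replicate 3 (0.38, 0.145), WT day 14 replicate 1 (0.17, 0.276) or WT day 14 replicate 2 (0.33, 0.110), and that of the regenerative list without WT day 14 replicate 2 (0.33, 0.108). Immune cell markers were at -0.10, -0.04 and 0.72 in the KO libraries of day 7. The lowest KO library of the regenerative list was 0.509 above the highest of these. Under the assumption above, this argues against immune cells as the whole source of that list. Without the WT trend its smallest gap was 0.566 (WT spread 0.925), which by itself decides nothing. For the interferon list the same difference was -0.244, and without the WT trend the smallest gap was 0.183 (WT spread 0.530). Immune cells cannot be told apart as a source of the interferon list, because this gap is smaller than the WT spread. The interferon list was at 1.37, 0.48 and 0.74 in the same 3 KO libraries, highest where the immune cell markers were lowest. A response to recent tamoxifen with active Cre would fall by day 14, and day 14 minus day 7 was -0.62 for the interferon list (lower in 26 of 26 genes, adjusted p over 24 differences 2.77e-09 from camera, 0.125 from fry) and -1.15 for the regenerative list (13 of 13, 2.33e-09 and 0.0730). Such a response also stays open, because fry did not call the fall.

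The Paneth cell markers, which the paper does not discuss, fell by day 7 to a median of -1.90 (11 of 12 genes called lower, adjusted p = 1.77e-08 from camera, 0.00441 from fry, 0.173 with an estimated correlation). The effect of day 7 minus that of day 2 was -2.28 (adjusted p over 24 differences 1.2e-12 from camera, 0.0133 from fry). At day 2 the median was 0.40 (0.00081 from camera, 0.553 from fry) and at day 14 it was -1.19 (6.05e-05 and 0.0986). The day 14 median ranged from -1.36 to -0.734 with 1 library left out. Under the assumption above, more villus and less crypt tissue in the KO preparations would lower proliferation genes as much. A loss of only part of the crypt was not tested. At day 7 the highest KO library of the Paneth list was -1.21 relative to the lowest of the proliferation genes, which argues against less crypt tissue as the whole cause. Without the WT trend on the proliferation genes the smallest gap was 0.373 (WT spread 0.757), which by itself decides nothing, and without that on enterocyte markers it was 0.948 (0.654). Fewer Paneth cells or lower expression per Paneth cell may explain the fall, and the counts do not separate these.

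The tuft cell markers, which the paper does not discuss, had a median of -0.51 at day 7 (adjusted p = 0.00797 from camera, 0.0305 from fry, 0.418 with an estimated correlation), -1.14 in KO day 7 replicate 1 and -0.27 and -0.21 in the other KO libraries. Without KO day 7 replicate 1 the median was -0.28 and the adjusted p 0.0647. At day 2 it was -0.11 (adjusted p = 0.324) and at day 14 -0.04 (0.670, camera with Benjamini-Hochberg adjustment), and the day 14 sign changed without KO day 14 replicate 1 (0.03), KO day 14 replicate 3 (0.03), WT day 14 replicate 1 (0.12) or WT day 14 replicate 3 (0.01). The highest KO library of the tuft list was 0.130 above the lowest of the proliferation genes. Without the trend on these genes the smallest gap was 0.100 (WT spread 0.0716), and without that on enterocyte markers 0.0861 (0.184). The former gap is larger than the WT spread, which by itself argues against less crypt tissue as the whole cause. The latter gap is smaller and decides nothing. Since the KO libraries of the list also overlap those of the proliferation genes, less crypt tissue cannot be told apart from a fall of the list.

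The effect on the EEC genes of Fig. 4A differed between days. Day 7 minus day 2 was 1.10 (adjusted p over 24 differences 1.84e-16 from camera, 5.73e-05 from fry) and day 14 minus day 2 was 1.35 (2.13e-35 and 9.54e-06), larger at the later day in 19 of 19 genes both times. Day 14 minus day 7 was 0.31 (0.000349 from camera, 0.0887 from fry). At day 14 the median was 1.34 in thinned libraries, which argues against library size. The fitted trend on gene length was at most 0.0432 in size at these genes, too small to give the rise. A lower share of the main cell type would raise the markers of other types alike, and goblet cell markers had a median of 0.0839 at day 14, which argues against it. Under the assumption above, more villus tissue would raise enterocyte markers as much. At day 7 the lowest KO library of the EEC list was 0.256 above the highest of the enterocyte markers, which argues against villus tissue as the whole cause. The day 7 gap was at least 0.804 without the trend on enterocyte markers (WT spread 0.0772) and 0.786 without that on proliferation genes (0.0600). At day 14 this difference was -0.0280. In 6 of the 6 KO libraries of days 7 and 14 the EEC list was above the enterocyte list of the same library, by at least 0.0410. The day 14 gap was at least 0.728 without the trend on enterocyte markers (WT spread 0.371) and 0.866 without that on proliferation genes (0.333). This argues against villus tissue as the whole cause at day 14 too. More EECs, or higher expression of these genes per cell, may explain the rise at both days, as a hypothesis that these counts do not resolve further. From staining and in situ hybridization, the paper reports more CHGA-positive, serotonin-positive and Neurog3-positive cells in KO small intestine at day 14. Those data, not analysed here, go with more EECs at that day and leave expression per cell open.

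The stem cell markers had a day 7 effect that was -0.84 relative to day 2, lower in 19 of 19 genes (adjusted p over 24 differences 3.36e-12 from camera, 0.0108 from fry). With an estimated correlation the adjusted p of the list was 0.115 at day 7 and 0.398 at day 14. At day 2 their median was 0.04 (adjusted p = 0.316, camera with Benjamini-Hochberg adjustment). The paper proposes that the lower level of such markers is related to toxicity of tamoxifen, and no explanation was tested here.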

How the results depend on the processing

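The thinned libraries were an alternative chosen only after the data were seen. Under the 4 other settings of the principal components, the PC1 separation of the KO libraries of days 7 and 14 kept p = 5.39e-05 (exact two-sided permutation test) and stayed between 1.98 and 2.00 SD. Under the other settings of the gene tests, the counts of DEGs at days 7 and 14 stayed between 2987 and 4225 and between 1252 and 2106, and the list of EEC genes of Fig. 4A stayed called higher on both days, also with fry and with an estimated correlation. The overlap of day 7 and day 14 DEGs stayed past its test under each setting of the gene tests.

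The number of DEGs at day 2, 7 here, was 12 with DESeq2's Wald test, 16 with no filter on low counts, 2 with a mean count of at least 50, 3 in a model of only the day 2 libraries and 3 in thinned libraries. For WT days 7 and 2, 118 here, it was 1464 with DESeq2's Wald test, 288 with the 20 most abundant genes left out, 1012 with no filter, 494 with a mean count of at least 50, 576 with only the groups compared and 19 with the replicate number as a block. For WT days 14 and 2, 343 here, it was 1367 with DESeq2's Wald test, 1011 with no filter, 770 with a mean count of at least 50, 28 with only the groups compared and 136 with the block. For WT days 14 and 7, 17 here, it was 49, 59, 4 and 3 with DESeq2's Wald test, no filter, only the groups compared and the block. For the difference between the effects of days 14 and 7, 0 here with 953 genes at an unadjusted p under 0.05, it was 2 with DESeq2's Wald test, 2 with no filter and 1 with the block. With a mean count of at least 50 fewer genes were tested, and with only the groups compared fewer libraries entered the model. For the WT comparisons the block model held the WT libraries alone and linked the same replicate number across days. Mice of different days have no known link by number, so this block differs from that of KO against WT within a day. For the other settings the cause was not tested.

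In fits that each left out 1 library, the counts ranged from 3 to 4 at day 2, from 2051 to 4117 at day 7 (2051 without KO day 7 replicate 1) and from 1041 to 1334 at day 14 (1041 without KO day 14 replicate 3, 1091 without KO day 14 replicate 1). They ranged from 0 to 535 for WT days 7 and 2, from 22 to 712 for WT days 14 and 2, from 0 to 10 for WT days 14 and 7 and from 0 to 2 for the difference between the effects of days 14 and 7. The counts at an unadjusted p under 0.05 beside these were 2973 to 5221, 2974 to 4941, 792 to 1268 and 629 to 1863. The same-direction share of DEGs of day 7 alone, 95.4%, was 94.2% with no filter, 94.0% with the block and 91.8% to 97.2% with 1 library left out. The Prmt1 log2 ratio of mean CPM at day 14, -0.72, was -0.78 with library size alone and -0.86 to -0.56 with 1 library left out (-0.56 without WT day 14 replicate 2). The cause was not tested.

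With the replicate number as a block, 4225 genes were called at day 7 and 2106 at day 14, against 3690 and 1690. Spdef at day 14 was called with the block (0.49, adjusted p = 0.0221), which changed no other call of a named gene or list at day 14. At days 2 and 7 the check of the replicate numbers was not met in every pair and does not decide whether they pair the libraries. On these days the block called Rfx6 (adjusted p = 0.0270) and Spdef (0.0290) at day 7. It did not call Pax4 (0.0602) and Nts (0.0544) at day 7 or Gm45063 at day 2 (0.0798).

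Directions reversed in some lists and genes that were not called. The median of the other PRMT genes at day 7 (0.02) was -0.00463 with the 20 most abundant genes left out and -0.000508 with no filter. At day 14 (0.01) it was -0.00169 with no filter, -0.0147 in thinned libraries and -0.0369 to 0.0470 with 1 library left out. The stromal cell markers at day 14 (0.01) were at -0.00965 with no filter, -0.25 with a mean count of at least 50, -0.0439 with only the groups compared, -0.0586 with the block, -0.0161 in thinned libraries and -0.38 to 0.79 with 1 library left out. The tuft cell markers at day 14 (-0.04) were at 0.0260 in thinned libraries and -0.16 to 0.12 with 1 library left out. With 1 library left out the goblet cell markers ranged from -0.0501 to 0.15 at day 7 and from -0.0426 to 0.28 at day 14, the immune cell markers at day 14 from -0.0684 to 0.42, Muc2 at day 7 from -0.0738 to 0.15, Gfi1 from -0.15 to 0.11 at day 7 and from -0.17 to 0.39 at day 14, and Sst at day 7 from -0.10 to 0.25. The cause was not tested.

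Among the single genes, lists and other values, the counts of changes were as follows. DESeq2's Wald test changed 5 of 142 (1 weaker, 2 stronger, 2 moved), no filter 8 (4 weaker, 1 stronger, 3 reversed), a mean count of at least 50 changed 3 of 110 (2 moved, 1 reversed), only the groups compared 11 of 135 (6 weaker, 2 stronger, 2 moved, 1 reversed) and the block 9 of 142 (3 weaker, 3 stronger, 2 moved, 1 reversed). With DESeq2's size factors in edgeR and with the genes of Table S2 kept, 0 of 142 changed. Shrunken log2 fold changes changed 3 of 90. Among 50 list results of days 7 and 14, 7 were weaker with fry and 17 with an estimated correlation. Across the fits without 1 library, 51 of 880 values were weaker, 8 stronger, 19 moved and 20 reversed.

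The depth limits genes near 3 counts per library, for which only lower bounds of the fold are given. Pax4 and Hmgn3 had 8 to 63 counts per library. Their calls, at day 7 and day 14, were lost without single libraries and under some of the other settings. Whether depth was the cause was not tested.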

Differences from the paper's values

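No test in this part was chosen after the result was seen. Tables S3 and S4 were read in part, 1998 of 4018 and 1998 of 2113 entries, and log2 fold changes of named genes were compared where the tables hold them. Of 61 log2 fold changes compared, 61 had the same sign as the paper's, and 6 differed, 4 by more than the standard error of the value here and 2, which are lower bounds, by more than 1.5-fold. The paper does not say whether its values are shrunken. Of the 51 that are not lower bounds, 10 differed from the paper's with shrunken log2 fold changes, against 4 without shrinkage. Shrinkage was done with DESeq2's normal prior alone, so these counts do not decide whether the paper's values are shrunken.

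The number of genes higher in KO at day 2 was 6, against the paper's 11 (Table S1). Of the alternatives set before the data were examined, DESeq2's Wald test gave 11, the paper's number, and no filter on low counts gave 15, which is within 1.5-fold of it. The others were not within 1.5-fold. These gave 6 with DESeq2's size factors in edgeR, 6 with the 20 most abundant genes left out, 6 with the genes of Table S2 kept, 7 with the replicate number as a block, 3 with only the day 2 libraries, 1 with a mean count of at least 50 and 3 to 4 with 1 library left out.

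The log2 fold change of Fev at day 14 was 1.91, against the paper's 1.58 (Table S4). Of the alternatives set before the data were examined, the replicate number as a block (1.89), shrunken log2 fold changes (1.49), the fit without KO day 14 replicate 1 (1.75) and the fit without WT day 14 replicate 3 (1.64) closed the gap, and the others did not.

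The log2 fold change of Hmgn3 at day 14 was 1.15, against the paper's 0.72 (Table S4). Shrunken log2 fold changes (0.92), the fit without KO day 14 replicate 1 (0.91) and the fit without WT day 14 replicate 2 (0.94) closed the gap, and the other alternatives set before the data were examined did not.

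The log2 fold change of Lgr5 at day 14 was -0.83, against the paper's -0.50 (Table S4). Shrunken log2 fold changes (-0.69) and the fits without KO day 14 replicate 2 (-0.75), WT day 14 replicate 1 (-0.72) or WT day 14 replicate 3 (-0.76) closed the gap, and the other alternatives set before the data were examined did not. The paper lists Lgr5 among the DEGs of day 14 in Table S4, and its text counts Lgr5 among genes lower at day 7 alone. Here the adjusted p at day 14 was 0.0873 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Lgr5 was called with DESeq2's Wald test (adjusted p = 0.0456) and with only the day 14 libraries (0.0136).

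For Gm44215 the log2 fold change at day 14 was 1.69, against the paper's 1.18 (Table S4). Shrunken log2 fold changes (1.15) and the fit without WT day 14 replicate 1 (1.54) closed the gap, and the other alternatives set before the data were examined did not.

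Gm15383 was lower in KO at day 14 by a log2 fold change of -2.29 or further from 0, a bound against 3 counts, and the paper's value is -1.25 (Table S4). A bound has no values under the alternatives set before the data were examined. The shrunken log2 fold change, which depends on its prior, was -1.29.

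Car1 was higher in KO at day 14 by a log2 fold change of at least 3.90, a lower bound against 3 counts, and the paper's value is 1.97 (Table S4). A lower bound has no values under the alternatives set before the data were examined. The shrunken log2 fold change, which depends on its prior, was 2.18.

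Beside these, the share of variance was 35.3% for PC1 and 20.6% for PC2, and the paper's shares are about 37% and about 20% in Fig. 1B, read by eye. With 1000 genes PC1 held 37.2% and PC2 17.1%. The paper proposes that the length of treatment had no significant effect on WT crypts, and here 118 genes differed between WT days 7 and 2 and 343 between WT days 14 and 2, with 0 to 535 and 22 to 712 in fits without 1 library and 3743 and 2973 genes at an unadjusted p under 0.05 in the fits with 0. Sex was not taken into account. Fig. 1B of the paper shows the same mix of male and female mice in WT days 2 and 14 and more females in WT day 7, so an effect of sex stays open, untested, for the comparisons with WT day 7. Apart from the genes of Table S2, left out of the tests here, the paper reports nearly the same profiles in males and females. The paper calls the DEGs of day 7 alone transient, and here 95.4% of them kept their direction at day 14. Their changes were smaller at day 14, which the choice of genes called at day 7 and not at day 14 would also give.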

Other observations

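In this part the other splits of the libraries were set before their results were seen, and the test of a return to the WT level was chosen only after the result was seen.

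Other splits of the 6 libraries of each comparison into 3 and 3 were fitted, 10 splits per comparison with the real one included. Splits that gave as many genes with an adjusted p under 0.05 as the real split numbered 1 of 10, the real split alone, for KO against WT at day 2, day 7 and day 14 and for each of the 3 comparisons between WT groups. At day 14, 4 of the splits put the libraries of each replicate number on both sides, and those other than the real one called at most 1 gene. The other splits called at most 0 genes at day 2 and day 7 and 2 at day 14, and at most 3, 0 and 1 for WT days 7 and 2, WT days 14 and 2 and WT days 14 and 7. At an unadjusted p under 0.05 the other splits reached 2566 genes at day 2, above the 710 of the real split, 3502 at day 7 and 1698 at day 14, and 2555, 3579 and 1764 for the WT comparisons. With 3 libraries against 3, the share of splits cannot be under 0.1, so chance cannot be told apart by this count. For the difference between the effects of days 14 and 7, the genotypes were kept and the days exchanged within each, and 16 of 30 splits gave as many genes with an unadjusted p under 0.05 as the 953 of the real one, and the largest gave 3790, so the 953 genes are no more than these splits give.

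A return of the day 7 DEGs to the WT level by day 14 was tested on the genes called at day 7 and not at day 14, of which 95.4% had the same sign at day 14. A full return would leave the signs at day 14 to chance, so the value argues against it for these genes as a set, and a partial return may explain why fewer genes pass the threshold at day 14. The genes were picked as called at day 7 and as not called at day 14. This selection makes their day 7 changes larger and their day 14 changes smaller, and it was not measured apart. The smaller changes at day 14 therefore do not by themselves show a partial return.

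The list of other EEC markers had a median log2 fold change of -0.09 at day 2 (adjusted p = 0.324, camera with Benjamini-Hochberg adjustment), 0.42 at day 7 (7 genes called higher and 2 lower, adjusted p = 0.00191) and 0.70 at day 14 (10 called higher and 1 lower, adjusted p = 6.88e-10). Within it Ghrl fell, with log2 fold changes of -0.67 at day 7 (adjusted p = 0.00876, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.90 at day 14 (adjusted p = 0.00246). Nts had 1.08 at day 7 (adjusted p = 0.0300) and 0.70 at day 14 (adjusted p = 0.225), and its day 7 call was lost in 5 of the 6 fits that each left out 1 library, with the largest adjusted p of 0.106 without KO day 7 replicate 1 (0.95), and over the other alternatives its adjusted p ranged from 0.00634 to 0.0887. Sst had 0.03 at day 7 and 0.27 at day 14 (adjusted p = 0.958 and 0.650), and the day 7 sign changed without KO day 7 replicate 2 (-0.03), KO day 7 replicate 3 (-0.10) or WT day 7 replicate 3 (-0.01). Atoh1, a regulator of all secretory lineages, had 0.24 and 0.37 (adjusted p = 0.335 and 0.173), and 0.54 at day 14 without WT day 14 replicate 1 (adjusted p = 0.0491), with 0.0838 to 0.249 over the other alternatives. A list of 5 EEC progenitor genes, chosen after the data were seen and sharing 4 genes with Fig. 4A, had medians of 1.04 at day 7 and 1.29 at day 14, with 4 of 5 genes higher on both days. The gene outside Fig. 4A, Sox4, was lower, with -0.83 at day 7 (adjusted p = 0.00254) and -0.50 at day 14 (0.0817), so the medians restate genes of Fig. 4A.

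The enterocyte markers had a median of -0.15 at day 2 (adjusted p = 0.948, camera with Benjamini-Hochberg adjustment), 0.55 at day 7 (0.00381 from camera, 0.272 from fry) and 0.69 at day 14 (3.08e-06 from camera, 0.107 from fry), and with an estimated correlation the adjusted p was 0.697 at day 7 and 0.398 at day 14. In single KO libraries the median was 0.37 to 0.66 at day 7 and 0.40 to 1.23 at day 14, and WT day 14 libraries spread from -0.80 to 0.49. The day 14 median of the list ranged from 0.421 to 0.905 with 1 library left out. The proliferation genes had medians of 0.01 at day 2 (adjusted p = 0.616), -0.18 at day 7 (0.200) and -0.33 at day 14 (2.13e-05 from camera, 0.0511 from fry, 0.396 with an estimated correlation). At day 7 they were called lower without KO day 7 replicate 2 (-0.30, adjusted p = 0.00529) and with no filter on low counts (0.0417, over a range of 0.0417 to 0.869). The paper describes increased cell proliferation in the small intestine of these mice from earlier work.

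The other PRMT genes, 7 tested, had medians of 0.09 at day 2 (adjusted p = 0.152, camera with Benjamini-Hochberg adjustment), 0.02 at day 7 (1.0) and 0.01 at day 14 (0.818), and the sign changed on both days with no filter on low counts and at day 7 with the 20 most abundant genes left out. At day 14 it was -0.04 without KO day 14 replicate 2 and -0.03 without WT day 14 replicate 2. The immune cell markers had medians of 0.05 (0.552), 0.30 (0.561) and 0.17 (0.458) at days 2, 7 and 14. At day 7 they were called without WT day 7 replicate 1 (0.52, adjusted p = 0.0298), and at day 14 the median was -0.07 without WT day 14 replicate 2. The stromal cell markers had medians of -0.60 at day 2 (adjusted p = 0.0244 from camera, 0.553 from fry), 0.44 at day 7 (0.175) and 0.01 at day 14 (0.324). At day 7 they were called without KO day 7 replicate 2 (0.74, 0.0451) or WT day 7 replicate 3 (0.85, 0.0455), and with only the day 7 libraries (0.0234, over a range of 0.0234 to 0.777), and at day 14 the median was -0.31 without KO day 14 replicate 3 and -0.38 without WT day 14 replicate 2.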
